# The role of ethanolamine phosphate phospholyase in regulation of astrocyte lipid homeostasis

**DOI:** 10.1016/j.jbc.2021.100830

**Published:** 2021-05-26

**Authors:** Cory J. White, Jessica M. Ellis, Michael J. Wolfgang

**Keywords:** phosphatidylethanolamine, astrocyte, liver, glucocorticoid, lipid, brain, AA, arachidonic acid, ANOVA, analysis of variance, CNS, central nervous system, DHA, docosahexaenoic acid, *eas*, easily shocked, EtN, ethanolamine, Etnppl, ethanolamine phosphate phospholyase, FAO, fatty acid oxidation, HBSS, Hank’s buffered salt solution, HSP, hereditary spastic paraplegia, KO, knockout, PC, phosphatidylcholine, PE, phosphatidylethanolamine, PEtN, phosphoethanolamine, PFC, prefrontal cortex, PUFA, polyunsaturated fatty acid, qRT-PCR, quantitative real-time polymerase chain reaction, TRAP, translating ribosomal affinity purification

## Abstract

Dietary lipid composition has been shown to impact brain morphology, brain development, and neurologic function. However, how diet uniquely regulates brain lipid homeostasis compared with lipid homeostasis in peripheral tissues remains largely uncharacterized. To evaluate the lipid response to dietary changes in the brain, we assessed actively translating mRNAs in astrocytes and neurons across multiple diets. From this data, ethanolamine phosphate phospholyase (*Etnppl*) was identified as an astrocyte-specific fasting-induced gene. Etnppl catabolizes phosphoethanolamine (PEtN), a prominent headgroup precursor in phosphatidylethanolamine (PE) also found in other classes of neurologically relevant lipid species. Altered *Etnppl* expression has also previously been associated with humans with mood disorders. We evaluated the relevance of Etnppl in maintaining brain lipid homeostasis by characterizing Etnppl across development and in coregulation with PEtN-relevant genes, as well as determining the impact to the brain lipidome after *Etnppl* loss. We found that *Etnppl* expression dramatically increased during a critical window of early brain development in mice and was also induced by glucocorticoids. Using a constitutive knockout of Etnppl (Etnppl^KO^), we did not observe robust changes in expression of PEtN-related genes. However, loss of Etnppl altered the phospholipid profile in the brain, resulting in increased total abundance of PE and in polyunsaturated fatty acids within PE and phosphatidylcholine species in the brain. Together, these data suggest that brain phospholipids are regulated by the phospholyase action of the enzyme Etnppl, which is induced by dietary fasting in astrocytes.

The structure, function, and biochemical mechanisms of the brain can be affected by the lipid composition of one’s diet and respective metabolic state. However, how metabolic cues impact lipid homeostasis and neurologic function is not well understood. For example, long-chain polyunsaturated fatty acids (PUFAs) such as docosahexaenoic acid (DHA) are enriched in the brain and are critical for neurologic development, but are also essential nutrients dependent on dietary intake in humans and rodents (1, 2, 3, 4, 5). Furthermore, neurologic dysfunctions such as depression (6) and autism spectrum disorders (7, 8, 9, 10, 11) have been associated with altered lipid metabolism. People with genetic disorders in lipid metabolism can also suffer from neurologic impairments including encephalopathies, seizures, and cortical atrophy (12, 13, 14). In humans, genetic errors in metabolism of phospholipids, sphingolipids, and other complex lipids such as triacylglycerols can result in a number of neurologic symptoms such as but not limited to spasticity and weakness of the lower extremities, dementia, loss of vision, ataxia, epilepsy, encephalopathy, and lipid accumulations in the brain tissue in disorders such as hereditary spastic paraplegia (HSP) (*via* loss of ECT, EPT1, or DDHD2) (15, 16, 17), Sjogren-Larsson syndrome (*via* loss of ALDH3A2) (18, 19), and Chanarin–Dorfman syndrome (*via* loss of ABHD5) (18, 20). While it is clear that the unique lipid biochemistry of the nervous system is important for function, the regulation of lipid metabolism in the CNS is not well understood.

Ethanolamine phosphate phospholyase (*Etnppl*, formerly known as *Agxt2l1*) is a gene that encodes for Etnppl protein, which was recently characterized to irreversibly degrade phosphoethanolamine (PEtN) to acetaldehyde, ammonium, and inorganic phosphate with high specificity (21, 22, 23, 24, 25). *Etnppl* was identified based on homology to aminotransferase-like phosphorylases, and its catalytic activity was characterized using purified Etnppl protein *in vitro* (24). PEtN is a small amino acid that is involved in the metabolic pathways of several types of lipids. Most notably, PEtN is necessary to generate the phospholipid phosphatidylethanolamine (PE) *via* the Kennedy pathway (also known as the CDP-ethanolamine pathway) (26, 27). PE is the primary inner leaflet phospholipid found in membrane phospholipid bilayers (28). Additionally, PEtN is also found as a by-product of PE, sphingosine, endocannabinoid, and plasmalogen breakdown as well as being a potential inhibitor of mitochondrial respiration (29).

Furthermore, PEtN-related metabolic pathways and PEtN abundance have been observed to have implications on neurologic function when altered. One of the first clues that phospholipid metabolism directly affects neural metabolism was found in the *Drosophila* mutant easily shocked (*eas*). The mutant, *eas*, maintains normal behavior under most conditions but after a brief mechanical shock, exhibits seizure and paralysis (30). This gene was mapped and identified as the ethanolamine kinase gene of the Kennedy pathway, which is responsible for generating PEtN. These mutant flies are unable to generate the critical intermediate PEtN and have an altered membrane lipid composition. These neurologic deficits can be rescued in *Drosophila* by re-expression of *eas* in adults (31). Therefore, regulating PEtN is important for proper nervous system function.

Etnppl protein is primarily expressed in the brain (24, 32, 33), specifically astrocytes in the central nervous system (CNS), and liver (24), and it has been found to have altered gene expression in a number of neurologic and hepatic impairments. For instance, in the brain, there is a twofold increase in *Etnppl* mRNA in postmortem prefrontal cortices (PFCs) from patients who suffered from common neurologic disorders including schizophrenia or bipolar disorder (34). Conversely, *Etnppl* mRNA is down 72% in PFCs from depressed patients (35). Interestingly, *Etnppl* mRNA is upregulated in mice treated with HDAC inhibitors or lithium; the latter commonly used to treat bipolar disorder (36, 37). Furthermore, ETNPPL protein has been found to have decreased expression in human glioma brain tumors, which further decreases with malignant progression (38). Knockdown of Etnppl protein in human hepatocellular carcinoma and cholangiocellular carcinoma tissues perturbs lipid synthesis and hypothesized to modulate lipogenesis based upon gene set enrichment analysis (39).

We identified Etnppl, a phospholipid-precursor catabolizing gene as a potentially important contributor to brain lipid metabolism homeostasis because it was upregulated specifically in astrocytes after dietary fasting. In Etnppl induction, we have determined a novel enzyme in the brain regulated by metabolic state. To better understand the biological function of Etnppl, which is largely uncharacterized, we utilized constitutive Etnppl knockout (KO) mice (ETNPPL^KO^) to examine the changes in Etnppl and other PEtN-related genes across development, across diets, and the impact of Etnppl loss on the brain lipidome to understand its contributions particularly to the regulation of brain phospholipids.

## Results

### *Etnppl* is regulated by fasting in CNS astrocytes

Neurological disorders, including epileptic seizures, often exhibit improved outcomes with fasting or ketogenic diets. However, how altered metabolic cues, such as a dietary change, impact gene expression and therefore lipid homeostasis to improve neurologic function within the CNS is not well understood. To assess how gene expression in the brain is altered *in situ* by nutritional cues, we performed translating ribosomal affinity purification (TRAP) (40) in several cell types in the CNS upon nutritional modulation. TRAP mice express a ribosomal epitope tag upon Cre-induced recombination that can be immunoprecipitated. We measured the abundance of actively translating mRNAs from a ribosomal pull-down that came from adult astrocyte (Aldh1l1-Cre)- or neuron (Syn1-Cre)-specific TRAP mice that were subjected to one of three dietary conditions: 4 weeks of normal chow diet, 4 weeks of ketogenic diet (high-fat, low-carbohydrate) (41), or an 18-h fast. Immediately following the respective diets, the forebrain and hippocampus were harvested from all groups, ribosomes were immunoprecipitated, and actively translating mRNAs in the ribosomes were purified. Samples from astrocyte-specific TRAP mice were further used for whole exome microarray analysis (Fig. S1).

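The arrays held mRNA from pull-downs of tagged ribosomes of hippocampal astrocytes. In these mice Aldh1l1-Cre, which is active in astrocytes, switches on an epitope-tagged ribosomal protein (Ribo-Tag), so that mRNAs bound to tagged ribosomes can be pulled down from the whole tissue. Pull-downs of 4 fed (chow), 3 fasted and 4 ketogenic samples were used here, each on its own array. The methods and the labels of these samples name hippocampus as the tissue. Chow and ketogenic diet were given for 4 weeks. The fast is given as 18 h in the results and in the methods of the pull-down, while the paper's paragraph on animals and the labels also give 24 h. The labels number the samples of each diet as separate biological samples and say no more about the animals. RNA was amplified (NuGEN Pico), labelled with biotin and hybridized to Affymetrix mouse exon arrays read at the level of genes. The authors processed the scans with RMA in Partek, which subtracts background, brings all arrays to a common distribution and summarises the probes of each set as a log value. The log base is not stated in the sources used here, and the values, of which the lowest was 0.856, were read as log2, the base that RMA gives.

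The table holds 115830 probe sets, of which 25539 were paired with 1 gene symbol, 2300 with several and 87991 with none. The named sets measure 20259 genes, and a gene with more than 1 set took the set with the highest mean over the 11 arrays. Odorant receptor genes, most of which are silent outside the nose, show how a gene without expression reads on these arrays. The 862 measured had a median of 2.44 log2, and 34.8% of all genes lay below their 95th percentile of 3.96. Markers of astrocytes, neurons and oligodendrocytes averaged 8.07, 7.89 and 7.52 log2 on the fed arrays, so the pull-downs also held RNA of other cells. No array of unpurified tissue was among the 11, and the purity of the pull-downs was not measured. Groups were compared in limma, with the mean of each diet fitted to all 11 arrays together and Benjamini-Hochberg adjustment over the 20259 genes at a threshold of 0.05. The gene lists named here, the tests and most alternative settings were chosen before the data were examined. Lists were tested with limma's camera at a preset inter-gene correlation of 0.01, and for each list the test was repeated with an estimated correlation. Fed array 2 and fasted array 2 stood apart from the others. Fed array 2 had a score of 47.3 on the first principal component (27.2% of the variance) and a weight of 0.251 in limma, and fasted array 2 a score of -36.6 on the second (14.9%) and a weight of 0.458, while the weights of the other arrays ran from 1.03 to 1.43. The small number of arrays limits the precision of each value.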

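After fasting, transcripts of myelin, of cholesterol synthesis and of the immediate early response were lower in the astrocyte pull-downs, and targets of the glucocorticoid receptor were higher, when each list was tested as a whole at the preset correlation. With an estimated correlation none of these lists passed. The lists of oligodendrocyte markers and of cholesterol synthesis were also lower on the ketogenic than on the fed arrays (medians -0.21 and -0.27). Between fasted and ketogenic arrays they did not pass (medians -0.11 and -0.09, adjusted p = 0.0803 and 0.4085 from camera). For either list a trait of the shared fed arrays cannot be told from a response to fasting. The 15 measured oligodendrocyte markers had a median log2 fold change of -0.32 against the fed group (adjusted p = 1.0e-09 from limma's camera, but adjusted p = 0.132 with an estimated correlation). Among them Ermn, a cytoskeletal protein of myelinating cells, had a log2 fold change of -0.73 (standard error 0.12, adjusted p = 0.275 from limma), and Ugt8a, which makes the myelin lipid galactosylceramide, of -0.63. The 19 genes of cholesterol synthesis had a median of -0.29 (adjusted p = 7.85e-09 from camera, but adjusted p = 0.132 with an estimated correlation), which was -0.16 without fasted array 2 and -0.19 without that array and fed array 2. Srebf2, the transcription factor that drives this pathway, had a log2 fold change of -0.48, which was -0.06 with the median over its probe sets. The demethylase Cyp51 had one of -0.49 and the isomerase Idi1 one of -0.89, which was -0.47 without both of these arrays. The 22 immediate early genes, which neuronal activity and hormones induce within minutes, had a median of -0.27 (adjusted p = 2.55e-07, but adjusted p = 0.132 with an estimated correlation). Fos had the lowest value among them, with a log2 fold change of -1.19 (standard error 0.18, adjusted p = 0.223), and Egr2 (-1.06), Arc (-0.80) and Nr4a1 (-0.54) were also negative. The 25 measured glucocorticoid receptor targets outside the paper's own list had a median of 0.08 and a mean of 0.17 (adjusted p = 6.77e-07, but adjusted p = 0.0539 with an estimated correlation). The median was 0.18 without fed array 3, 0.04 without fasted array 1, 0.17 without fasted array 2 and 0.15 without fed array 2 and fasted array 2. Sult1a1, a sulfotransferase, had a log2 fold change of 0.86 (standard error 0.11, adjusted p = 0.15), Mfsd2a, which carries lysophosphatidylcholine with docosahexaenoic acid into cells, of 0.60, Hif3a of 0.51 and Angptl4, an inhibitor of lipoprotein lipase, of 0.48.

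Neuron markers were slightly higher (24 genes, median 0.14, adjusted p = 0.00161, but adjusted p = 0.178 with an estimated correlation) and genes with which astrocytes handle glutamate, GABA and potassium slightly lower (18 genes, median -0.08, adjusted p = 0.0182, but adjusted p = 0.624 with an estimated correlation). The astrocyte markers themselves, 21 genes with a median of -0.08, did not pass (adjusted p = 0.187), except without fed array 1 (median -0.11). Adjusted over the list alone, 7 oligodendrocyte markers, 8 genes of cholesterol synthesis and 6 immediate early genes were lower and 5 glucocorticoid receptor targets were higher, and no neuron marker or gene of glutamate handling passed. No single gene passed over all genes, in these lists or outside them. The count from limma was 0 of 20259, with or without array weights, and 1433 genes had an unadjusted p under 0.05 (457 higher and 976 lower), where chance gives 1013. The t-test that the methods name for single-variable experiments, without naming the arrays, gave 1033 genes at an unadjusted p under 0.05 and 0 after Benjamini-Hochberg adjustment. Without fed array 3 the count became 1 (Fos), and without fasted array 2 it became 1 (Brwd3, which was named after its value was seen). The lists of neuron markers (median 0.11) and glutamate handling (-0.09) no longer passed without fasted array 2, and the latter also failed without fed array 2 (-0.09) or fed array 3 (-0.07). The median of the neuron markers was 0.08 without fed array 2, and 0.03 without fed array 2 and fasted array 2, where the list did not pass (adjusted p = 0.457).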

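On the ketogenic diet astrocyte genes were lower in the astrocyte pull-downs than on chow. Of the 21 measured astrocyte markers, 9 fell and none rose over all genes tested, and 21 were lower when adjusted over the list alone (median log2 fold change -0.50, adjusted p = 3.02e-27 from limma's camera, and adjusted p = 0.0243 with an estimated correlation). Mlc1, a membrane protein of astrocyte endfeet, had a log2 fold change of -0.82 (standard error 0.10, adjusted p = 0.0138 from limma). Aldh1l1, the folate enzyme whose promoter drives Cre in these mice, had one of -0.73 (standard error 0.10, adjusted p = 0.0138), and the glutamate transporter Slc1a3 one of -0.66 (standard error 0.09, adjusted p = 0.0141). Of 18 genes with which astrocytes handle glutamate, GABA and potassium, 7 of them also astrocyte markers, 7 fell and 16 were lower adjusted over the list alone (median -0.41, adjusted p = 5.02e-18, and adjusted p = 0.0243 with an estimated correlation). They include the glutamine transporter Slc38a3 (-0.59), the bicarbonate transporter Slc4a4 (-0.42) and the gap junction gene Gjb6 (-0.74). Without fed array 2 and fasted array 2, a setting chosen after the data were seen, neither list passed with an estimated correlation (medians -0.49 and -0.40, adjusted p = 0.0743 for each).

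Genes that burn fatty acids were lower in the pull-downs on this high-fat diet. On the same arrays the astrocyte markers were lower by more (median -0.50). Whether a smaller share of astrocyte RNA lowered the metabolic genes named here was not tested. All 24 measured genes of fatty acid oxidation and ketone bodies had a negative log2 fold change (median -0.22), of which 4 passed over all genes and 9 when adjusted over the list alone (adjusted p = 1.27e-13 from camera, and adjusted p = 0.0112 with an estimated correlation). The 4 were Cpt1a, which admits fatty acids to mitochondria (log2 fold change -0.52, standard error 0.10, adjusted p = 0.0371), Decr1 (-0.52), Hadhb (-0.66) and Acaa2 (-0.53), enzymes of the mitochondrial pathway. Of 17 genes of fatty acid synthesis, Srebf1, the transcription factor that drives them, fell (-0.42), and 4 were lower adjusted over the list alone (median -0.22, adjusted p = 2.10e-05, and adjusted p = 0.0282 with an estimated correlation). Of 15 genes of the PPAR and fasting response only Cpt1a fell, and 3 were lower adjusted over the list alone (median -0.13, adjusted p = 0.000737, and adjusted p = 0.0430 with an estimated correlation). Without fed array 2 and fasted array 2 the lists of fatty acid synthesis (median -0.16, adjusted p = 0.108) and of the PPAR and fasting response (-0.10, adjusted p = 0.140) did not pass with an estimated correlation, and fatty acid oxidation did (-0.23, adjusted p = 0.0323). Of 19 genes of cholesterol synthesis, Srebf2 (-0.46, but -0.01 and not past the threshold with the median over its probe sets) and Cyp51 (-0.53) fell and 3 were lower adjusted over the list alone (median -0.27, and -0.17 without fed array 2, adjusted p = 1.40e-05, but adjusted p = 0.129 with an estimated correlation). Of 32 genes of phospholipid synthesis, Gpam, which starts glycerolipid synthesis, fell (-0.79), and 4 were lower adjusted over the list alone. That list passed narrowly (median -0.01, adjusted p = 0.0451), not with an estimated correlation (adjusted p = 0.153) and not without fed array 2, 3 or 4 or ketogenic array 1, 3 or 4, where its medians lay between -0.04 and -0.01. Without ketogenic array 2 it passed with a median of -0.03. Of 30 genes of glucose, glycogen and lactate metabolism, the glycogen phosphorylase Pygm fell (-0.67), and 7 were lower adjusted over the list alone (median -0.09, adjusted p = 0.000737, but adjusted p = 0.109 with an estimated correlation). The median was -0.15 without fed array 1 and -0.05 without fed array 2. The single genes named as fallen all lost their call without ketogenic array 1, 2 or 4. Cpt1a (adjusted p = 0.0536 to 0.126 from limma), Srebf2 and Cyp51 lost it in all 8 fits that left out 1 array, and Acaa2 and Srebf1 in 7 of 8.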

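Over all 20259 genes, 1497 were higher and 1323 lower on the ketogenic than on the fed arrays at an unadjusted p under 0.05 from limma. After adjustment 179 differed, 24 of them higher and 155 lower on the ketogenic diet, and 94 by at least 1.5-fold. Among the largest falls were Itih3, an inter-alpha-trypsin inhibitor chain (log2 fold change -1.40, standard error 0.19, adjusted p = 0.0141 from limma), the cytochrome P450 gene Cyp4f15 (-1.22), Ttyh1 (-1.12, and -0.67 with the median over its probe sets), the endothelin receptor gene Ednrb (-1.03) and the zinc transporter gene Slc39a12 (-1.02). The largest rises were those of Vsig2 (0.84, standard error 0.15, adjusted p = 0.0369) and the chloride-proton exchanger gene Clcn3 (0.83). With the median over its probe sets Clcn3 was at 0.05 and did not pass (adjusted p = 0.811). Neurod1, a transcription factor of neurons (0.63), and Hpca, a calcium sensor of hippocampal neurons (0.61), also rose. All of these genes lost their call without ketogenic array 1, 2 or 4, Neurod1 lost it in all 8 fits that left out 1 array (adjusted p = 0.0762 to 0.126), Vsig2 in 7 of 8 and Clcn3 and Ttyh1 in 6 of 8. In all 179 the arrays of both groups did not overlap, which was so for 10.7% of all genes, where chance gives 2.86%.

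Markers of the other cell types moved with the diet in different directions. Neuron markers were higher (24 genes, 0 past the test over all genes and 2 adjusted over the list alone, median 0.19, adjusted p = 0.000277 from camera, but adjusted p = 0.0833 with an estimated correlation, and 0.0323 when fed array 2 and fasted array 2 were also left out). Nefl, a neurofilament gene, had a log2 fold change of 0.28 and Slc17a7, the vesicular glutamate transporter of excitatory neurons, of 0.27. Immediate early genes were higher as a list (22 genes, 0 past the test over all genes and 3 adjusted over the list alone, median 0.22, adjusted p = 0.000233, but adjusted p = 0.153 with an estimated correlation, and median 0.14 without fed array 3), with Gadd45b at 0.59 and Dusp5 at 0.50. Oligodendrocyte markers were lower (15 genes, 0 and 4, median -0.21, adjusted p = 3.49e-05, but adjusted p = 0.156 with an estimated correlation), and so were markers of oligodendrocyte precursors (10 genes, median -0.26, adjusted p = 0.000448, but adjusted p = 0.156 with an estimated correlation), of which the growth factor receptor gene Pdgfra fell (-0.38, a call lost in 7 of 8 fits that left out 1 array) and 5 were lower adjusted over the list alone. Of 21 endothelial and mural markers, the pericyte receptor gene Pdgfrb (-0.62) and the thyroid hormone transporter gene Slco1c1 (-0.91) fell, calls lost in 5 and 7 of these fits, the same number as adjusted over the list alone (median -0.29, adjusted p = 0.00114, but adjusted p = 0.432 with an estimated correlation), and the list did not pass without fed array 1 (median -0.18). Its median was -0.12 without fed array 2 and -0.14 without ketogenic array 4. Ependymal, choroid plexus and meningeal markers were lower (18 genes, 0 over all genes and 6 adjusted over the list alone, median -0.27, adjusted p = 0.000364, but adjusted p = 0.213 with an estimated correlation, and median -0.42 without ketogenic array 3). Microglia markers did not pass (17 genes, median 0.15, adjusted p = 0.259). Reactive astrocyte genes were slightly lower (31 genes, 0 over all genes, and 2 higher and 7 lower adjusted over the list alone, median -0.07, adjusted p = 0.0145, but adjusted p = 0.10 with an estimated correlation).

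The count of 179 depends on single arrays and on the test. It fell to 2 without ketogenic array 1 or 4 (Cbs and Prodh, Cbs being named after its value was seen), to 1 without ketogenic array 2 (Prodh), to 48 and 49 without fed array 3 and 4 and to 95 without fed array 1, was 71 (6 higher and 65 lower) with each array centred on its median and 387 with array weights, and the methods' t-test gave 2760 genes at an unadjusted p under 0.05 and 12 after Benjamini-Hochberg adjustment.

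**Figure D1:**
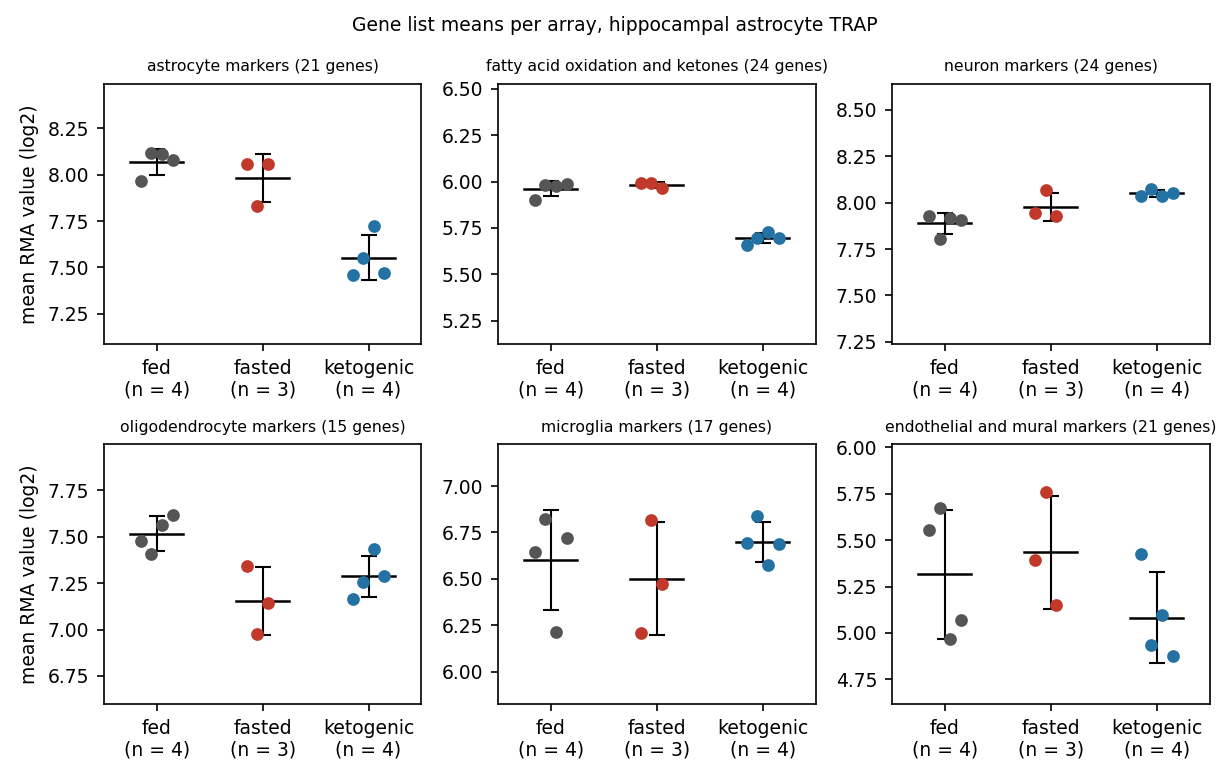
Mean RMA value (log2) of the genes of 6 lists on each of the 11 arrays, by diet. Dots are arrays, horizontal lines are means and bars are SD (n = 4 fed, 3 fasted and 4 ketogenic), and every panel spans the same range of log2 values. The astrocyte markers average 8.07 on the fed, 7.98 on the fasted and 7.55 on the ketogenic arrays, and the genes of fatty acid oxidation 5.96, 5.98 and 5.69.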

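Set against each other, fasted and ketogenic arrays differed at 57 genes, 45 higher and 12 lower after fasting than on the ketogenic diet. Of the 45, 35 were also lower on the ketogenic than on the fed arrays, a comparison that shares the ketogenic arrays. At an unadjusted p under 0.05 from limma the balance was the other way, with 849 genes higher and 1302 lower after fasting. Prodh, the enzyme that starts proline breakdown, was higher after fasting by a log2 fold change of 1.12 (standard error 0.07, adjusted p = 0.000209 from limma), Sult1a1 by 1.29 (standard error 0.11, adjusted p = 0.000813) and Cbs, which makes cystathionine from homocysteine, by 0.95 (standard error 0.08, adjusted p = 0.000813). The quinone reductase gene Nqo1 (1.02), the copper oxidase gene Heph (1.01) and the angiotensinogen gene Agt (1.00) were higher too. Among the genes past the threshold, those with the lowest values after fasting were mostly immediate early genes: Egr2 (-1.22), Fos (-1.08), Arc (-1.03), Gadd45b (-0.85), Dusp5 (-0.82), Egr1 (-0.72) and Nr4a1 (-0.69). Nqo1 (0.79) and Dusp5 (-0.53) did not pass with the median over their probe sets. With single arrays left out, Prodh, Sult1a1, Cbs and Heph passed in all 7 fits, Fos and Arc in none, and Nqo1, Agt, Egr2, Gadd45b, Dusp5, Egr1 and Nr4a1 lost their call in 4 to 6 of 7. Of the 22 immediate early genes, 8 were lower over all genes and 15 adjusted over the list alone (median -0.48, adjusted p = 6.61e-14 from camera, and adjusted p = 0.0185 with an estimated correlation). Astrocyte markers were higher after fasting than on the ketogenic diet (5 of 21 over all genes, 14 adjusted over the list alone, median 0.41, adjusted p = 5.64e-26, and adjusted p = 0.0185 with an estimated correlation), and so were genes of fatty acid oxidation (3 of 24, 13 adjusted over the list alone, median 0.24, adjusted p = 8.89e-19, and adjusted p = 0.00350 with an estimated correlation). Of the glucocorticoid receptor targets outside the paper's list 4 of 25 were higher, Sult1a1, Mfsd2a (0.87) and Angptl4 (0.73, a call lost in 5 of 7 fits) among them, and 7 were higher and 1 lower adjusted over the list alone (median 0.11, adjusted p = 3.92e-07, and adjusted p = 0.0185 with an estimated correlation). In all, 15 of 23 lists passed, 13 higher and 2 lower after fasting than on the ketogenic diet (immediate early genes and microglia markers). Against fed arrays, 2 lists were higher after fasting and 4 lower at the preset correlation. With an estimated correlation 10 of 23 passed for fasted against ketogenic arrays. Without fed array 2 and fasted array 2 only 2 passed with an estimated correlation, the paper's lipid metabolism genes and fatty acid oxidation (adjusted p = 0.0328 for each), while the adjusted p was 0.0573 for immediate early genes, 0.0637 for astrocyte markers and 0.0820 for the glucocorticoid receptor targets. The arrays of both groups did not overlap for 13.9% of genes, where chance gives 5.71%. The count of 57 fell to between 8 and 12 when fasted array 1 (9), fasted array 3 (12) or ketogenic array 1 (11), 2 (8) or 4 (11) was left out, and to 27 without fasted array 2. It was 31 with each array centred on its median and 188 with array weights.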

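In the hippocampal pull-downs, Etnppl (probe set 6901353), which encodes ethanolamine phosphate phospholyase, had a higher mean on fasted than on fed arrays. Its RMA value was 6.40 ± 0.42 log2 (SD, n = 4 arrays) in the fed and 7.17 ± 0.22 log2 (SD, n = 3 arrays) in the fasted group. The log2 fold change was 0.76 (standard error 0.20, 95% confidence interval 0.32 to 1.2), which is 1.69-fold (1.25- to 2.30-fold). All 3 fasted arrays lay above the 4 fed arrays, the lowest fasted at 7.01 and the highest fed at 6.84. The difference did not pass over all genes (unadjusted p = 0.00301, adjusted p = 0.478 from limma), and an exact two-sided permutation test of the group means gave p = 0.0571, where 0.0286 is the smallest p that 3 arrays against 4 allow. The methods' t-test, which adjusts for no other gene, put Etnppl past its threshold. Ranked by the size of the rise, Etnppl was number 51 of 20259 genes, number 27 when only genes above the median level were ranked and number 1856 among all probe sets, named or not. The rank was 27 without fed array 3, 88 without fed array 2, 136 without fed array 1 and 161 without fasted array 3. The astrocyte markers were not higher on the same arrays, with a difference in mean of -0.09 log2 (8.07 ± 0.07 fed, 7.98 ± 0.13 fasted, SD, n = 4 and 3), and the difference between the shift of Etnppl and theirs was 0.85 log2 (95% confidence interval 0.32 to 1.37). An exact permutation test of that difference also gave p = 0.0571. The samples are hippocampal by the methods and the labels, and no arrays labelled forebrain were analysed here.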

Microarray analysis from forebrain astrocytes showed that ethanolamine phosphate phospholyase (*Etnppl*) was elevated 11.4-fold in the forebrain astrocytes derived from fasted mice. Etnppl irreversibly degrades the PE intermediate PEtN to acetaldehyde, ammonia, and inorganic phosphate and has been implicated in multiple psychosocial disorders (22, 23, 24). Thus, modulation of *Etnppl* expression and/or activity could potentially impact cognitive function *via* phospholipid homeostasis. The PE intermediate PEtN is at the intersection of several lipid pathways including the biosynthesis of PE (27), a breakdown product of sphingosine-1-phosphate (42), endocannabinoids (43, 44), or plasmalogen (16), and has been implicated as an inhibitor of mitochondrial respiration (29) (Fig. 1*A*). Therefore, we selected Etnppl for further analysis.

**Figure 1:**
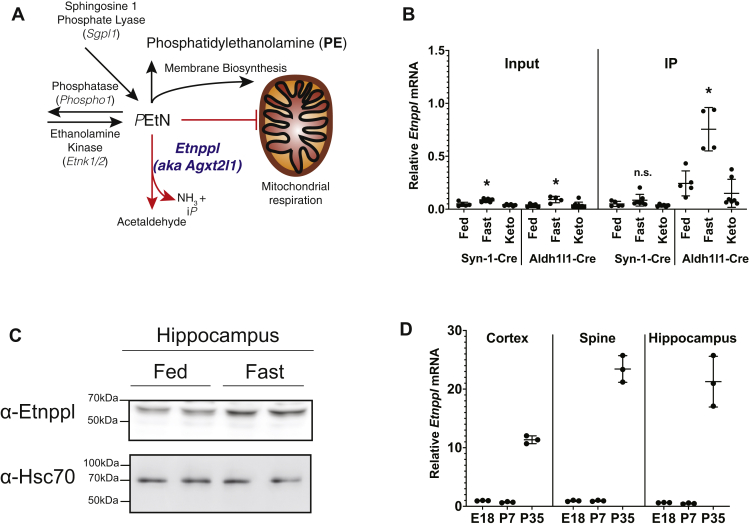
**Identifying dietary regulation of genes in neurons and astrocytes using translating ribosomal affinity purification (TRAP).***A*, graphic showing possible metabolic outcomes of phosphoethanolamine (PEtN). *B*, *Etnppl* mRNA expression using qRT-PCR of input and pulled-down (IP) neuron (Syn-Cre) and astrocyte (Aldh1l1-Cre) fractions tissue harvested from ribo-tag mice exposed to fed, fasted diet, or ketogenic diet of TRAP screen. Samples sizes [Syn-Cre: fed (n = 5), fasted (n = 7), ketogenic diet (n = 6)]. Aldh1l1-Cre: fed (n = 5), fasted (n = 4), ketogenic diet (n = 8). *C*, protein expression of Etnppl from fed and overnight fasted adult mice n = 3. *D*, *Etnppl* mRNA expression using qRT-PCR across ages (prenatal day 18 (E18) and postnatal day 7 and 35 (P7 and P35) and CNS regions (cortex, spine, and hippocampus)). (n = 3) Data are expressed as mean ± S.D. Represented data analyzed using multiple Student’s two-tailed t-tests. ∗α = 0.05; ∗∗α = 0.01; ∗∗∗α = 0.001; ∗∗∗∗α = 0.0001; ns, not significant.

The induction of *Etnppl* in astrocytes upon fasting was validated using quantitative real-time polymerase chain reaction (qRT-PCR) with hippocampal astrocyte- and neuron-specific samples across chow, ketogenic, and fasted diets from input (total RNA) and immunoprecipitated fractions from TRAP mice. *Etnppl* was induced threefold by fasting in total (input) mRNA compared with fed samples (Fig. 1*B*). Also, we confirmed that the induction of *Etnppl* is astrocyte-specific with no induction in neuron-specific IPs (Fig. 1*B*). Consistent with these observations, hippocampal Etnppl protein, determined using a C-terminal directed Etnppl antibody developed by our laboratory, was induced by fasting (Fig. 1*C*). These data show that *Etnppl* is induced by fasting in CNS hippocampal astrocytes.

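Across the 3 diets, Etnppl was highest in fasted and lowest in ketogenic astrocyte pull-downs. On the ketogenic arrays its RMA value was 4.83 ± 0.15 log2 (SD, n = 4 arrays), a log2 fold change of -1.57 against the fed group (standard error 0.19, 95% confidence interval -1.98 to -1.16), or 2.97-fold lower. The fall passed over all genes (adjusted p = 0.0138 from limma) and was the third largest of 20259, and all 4 ketogenic arrays (4.69 to 5.02) lay below all 4 fed arrays (exact two-sided permutation test, p = 0.0286, the smallest that 4 against 4 allow). Fasted arrays exceeded ketogenic arrays by a log2 fold change of 2.33 (standard error 0.20, 95% confidence interval 1.89 to 2.78), or 5.04-fold, the largest difference of all genes in that direction (adjusted p = 0.000813 from limma). Etnppl moved more than the astrocyte markers did. Its shift on the ketogenic diet lay -1.06 log2 from theirs (95% confidence interval -1.54 to -0.57), and the shift of fasted against ketogenic arrays 1.90 log2 above theirs (95% confidence interval 1.38 to 2.43). Against the fed group the ketogenic fall lost its call without ketogenic array 1 (adjusted p = 0.0586), array 2 (0.0611) or array 4 (0.0674), with log2 fold changes of -1.70 to -1.43 over the left-out arrays, and the highest adjusted p of any setting was 0.151, where every probe set was tested on its own. From Etnppl mRNA by qRT-PCR (Fig. 1B) and from its protein in hippocampus (Fig. 1C), the paper concludes that fasting induces Etnppl in hippocampal astrocytes.

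**Figure D2:**
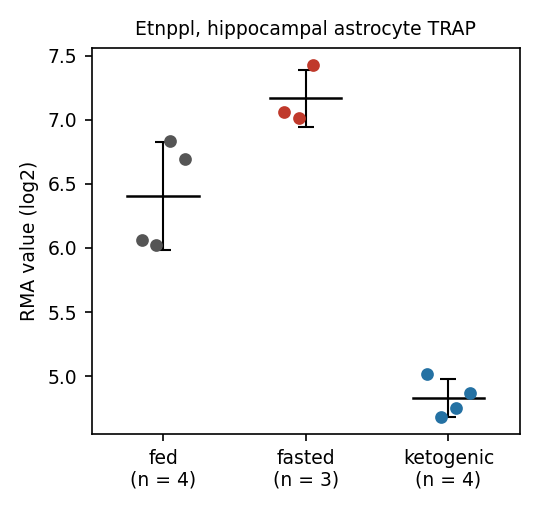
RMA value (log2) of Etnppl on each of the 11 arrays of hippocampal astrocyte pull-downs, by diet. Dots are arrays, horizontal lines are means and bars are SD (n = 4 fed, 3 fasted and 4 ketogenic). Fed arrays lie between 6.02 and 6.84, fasted arrays between 7.01 and 7.42 and ketogenic arrays between 4.69 and 5.02.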

### *Etnppl* and ethanolamine metabolic enzymes are developmentally regulated

Next, we determined *Etnppl* mRNA expression across tissues in fed and overnight fasted adult mice using qRT-PCR. *Etnppl* is highly expressed in the brain and liver with expression also found in the kidney and gut (Fig. S2). When examining the mRNA expression across regions of the brain including cortex, hippocampus, and cerebellum, we observed that *Etnppl* was highly developmentally regulated postnatally (Fig. 1*D*).

To better understand the developmental regulation of *Etnppl*, we further characterized its expression within the window of the most dramatic increase of *Etnppl* expression (between P7 and P35). We collected the brain and liver from chow-fed mice for determination of Etnppl protein expression at the following ages: P3, P7, P14, P21, and P28. In the brain, a lack of Etnppl protein expression was evident as late as P14 followed by a stark increase in expression between P14 and P21 (32, 45) (Fig. 2*A*). In the liver, expression increases earlier in development and more steadily throughout the duration of the developmental window (Fig. 2*B*).

**Figure 2:**
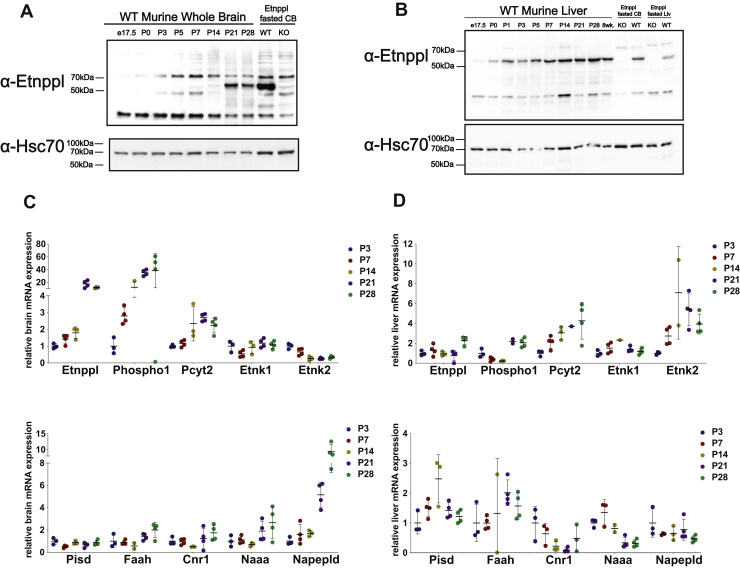
**Expression of Etnppl and PEtN-related genes across early development.***A*, Etnppl protein expression in the whole brain across ages. WT and Etnppl^KO^ fasted cerebellum (CB) tissue used as positive and negative controls for Etnppl protein expression repectively. *B*, Etnppl protein expression in the liver across ages. WT and Etnppl^KO^ fasted CB and liver tissue used as positive and negative controls for Etnppl protein expression repectively. *C*, *Etnppl* and PEtN-related gene mRNA expression in the whole brain using qRT-PCR across ages P3 (n = 3), P4 (n = 4), P14 (n = 3), P21 (n = 4), P28 (n = 4). *D*, *Etnppl* and PEtN-related gene mRNA expression in the liver using qRT-PCR across ages P3 (n = 3), P4 (n = 4), P14 (n = 3), P21 (n = 4), P28 (n = 4). Data (as mentioned in text) are expressed as mean ± S.D. Represented data analyzed using ordinary measures two-way analysis of variance with Sidak’s tests for multiple comparisons. Outliers were removed after using Grubb’s outlier test. ∗α = 0.05; ∗∗α = 0.01; ∗∗∗α = 0.001; ∗∗∗∗α = 0.0001; ns, not significant.

To determine if *Etnppl* expression is coregulated with the expression of other PEtN-related genes, we performed qRT-PCR using the whole brain and liver from the same ages of mice as above. PEtN-related genes that were investigated included the PEtN phosphatase *Phospho1*, PE-biosynthetic Kennedy pathway genes (*Etnk1*, *Etnk2 Pcyt2*), endocannabinoid genes (*Faah*, *Cnr1*, *Naaa*, *Nape-Pld*), and the PE-biosynthetic gene *Pisd*. In the whole brain, *Etnppl* mRNA expression over the course of development followed similar expression patterns as observed with Etnppl protein. *Etnppl* mRNA increased a dramatic 9.8-fold between P14 and P21 (Fig. 2*C*). *Phospho1* followed a similar developmental trend as *Etnppl as* mRNA expression increased starkly 4.4-fold between P7 and P14 (Fig. 2*C*). The PE-biosynthetic Kennedy pathway gene *Pcyt2* increases steadily 2.70-fold between P3 and P21 (Fig. 2*C*). The Kennedy pathway gene ethanolamine kinase 2 (*Etnk2*) interestingly decreases significantly 2.46-fold between P7 and P14 while the isoform *Etnk1* is expressed uniformly at all ages (Fig. 2*C*). These data show that *Etnppl* and other ethanolamine metabolizing enzymes are highly regulated postnatally in the CNS.

Endocannabinoid-related genes are also coregulated throughout development in a similar trend as *Etnppl* in the whole brain (Fig. 2*C*). Most notably, *Napepld* mRNA expression, *Napepld* catalyzes the hydrolysis of N-acylethanolamines from N-acyl-PEs and is important for biogenesis of several endocannabinoids (46), is significantly increased threefold between P14 and P21, and further increased 5.5-fold at P28 (compared with P14) (Fig. 2*C*). Other endocannabinoid-related genes have increased mRNA expression at this same developmental time point between P7 and P14 but none as robustly as *Napepld*. The amide hydrolases *Faah* and *Naaa*, which are responsible for catabolizing the prominent endocannabinoid anandamide and palmitoylethanolamide respectively (46), have trending but not significant increases when comparing P14 with P21. *Faah* was increased 2.5-fold and *Naah* 2.7-fold, respectively (Fig. 2*C*).

In the liver, *Etnppl* mRNA expression was more similar across ages with a marked increase at P28 in comparison to the whole brain *Etnppl* mRNA and even when compared with the liver Etnppl protein expression (Fig. 2, *B* and *D*). When looking at coregulation of mRNA expression of PEtN-related genes across development in fed wild-type liver, no genes displayed the robust changes as seen in the whole brain, but some expression patterns were conserved. Specifically, *Phospho1*, *Pcyt2*, and *Etnk2* increase over the course of development (Fig. 2*D*). Expression of most other genes including *Pisd*, *Faah*, *Cnr1*, *Napepld*, *Etnk2* is variable across development while genes such as *Etnk1* remain consistent throughout development (Fig. 2*D*). These data show that EtN-related metabolic genes are upregulated in the CNS in a postnatal manner.

### Coregulation of PEtN-related genes across diets

*Etnppl* mRNA expression is induced by fasting (Fig. 1, *B* and *C*). Given that other relevant PEtN-related genes are developmentally coregulated, we determined if they may also respond to similar metabolic cues. Since Etnppl, *via* regulation of PEtN, intersects with several pathways of lipid metabolism, a better understanding of how diet impacts expression of these PEtN-related enzymes may provide insight to the functional role(s) of Etnppl (24, 29, 42, 43, 44, 47). To accomplish this, we collected the whole brain and liver samples from adult male mice subjected to one of the following before tissue harvest: a normal chow diet, an overnight 18-h fast, or refeeding following the overnight fast. In the brain, several PEtN-related genes, in addition to *Etnppl* (elevated 2.2-fold), were significantly increased after the overnight 18-h fast (Fig. 3*A*). Genes that were induced included PEtN kinase *Etnk1*, which was elevated 1.9-fold (Fig. 3*A*). Overall, the brain mRNA expression in refed animals was most similar to chow-diet-fed animals. In the liver, mRNA expression across diets varied widely from that in the brain (Fig. 3*B*). Other than *Etnppl* (increased significantly twofold), *Phospho1* and *Naaa* mRNA expressions in the liver are both significantly elevated by an overnight fast 3.5-fold and twofold, respectively (Fig. 3*B*). These data suggest that many other PEtN-related genes follow similar expression patterns due to changes in diet as Etnppl suggesting that Etnppl itself modulates the brain lipid metabolism homeostasis.

**Figure 3:**
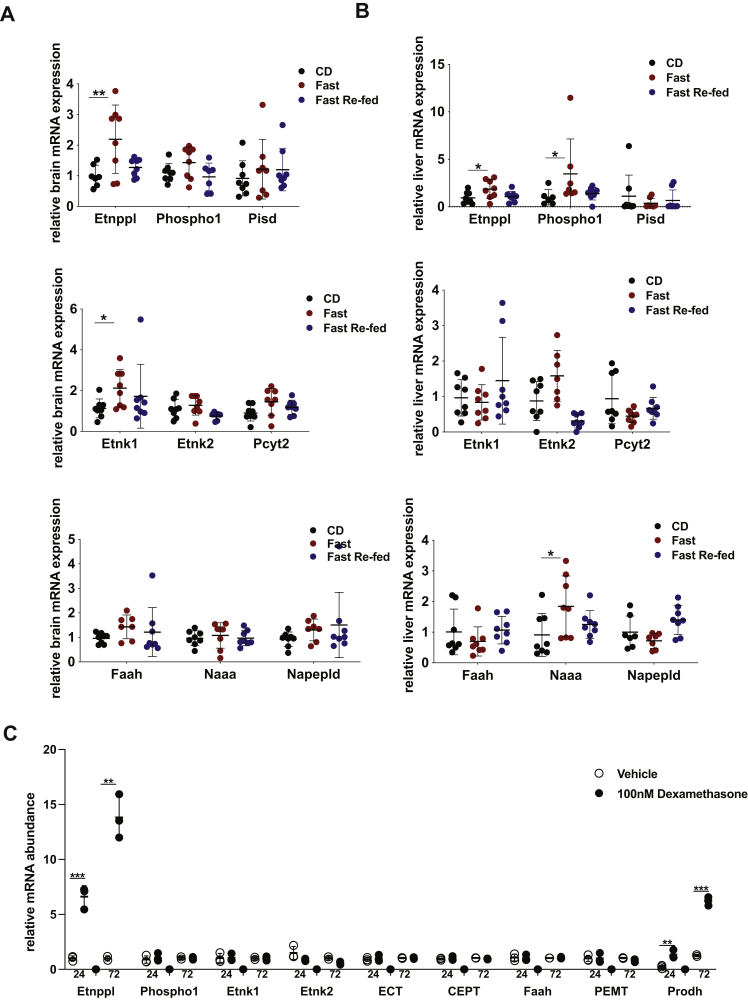
**Examining regulation of PEtN-related genes by diet and glucocorticoids.***A*, mRNA expression of Etnppl and other PEtN-related genes in the whole brain from adult chow-diet-fed, fasted, and refed after fasted mice using qRT-PCR. (n = 8). *B*, mRNA expression of Etnppl and other PEtN-related genes in the liver from adult chow-diet-fed, fasted, and refed after fasted mice using qRT-PCR. (n = 8). *C*, mRNA expression of PEtN-related genes in wild-type P2 1° astrocytes after a 24- or 72-h exposure to the glucocorticoid agonist dexamethasone. [dexamethasone] = 100 nM. (n = 3). Data in *A* and *B* are expressed as mean ± S.E.M. Represented data analyzed using ordinary measures two-way analysis of variance with Sidak’s tests for multiple comparisons. Data in *C* is expressed as mean ± S.D. Represented data analyzed using Student’s two-tailed t-tests. ∗α = 0.05; ∗∗α = 0.01; ∗∗∗α = 0.001; ∗∗∗∗α = 0.0001; ns, not significant.

### *Etnppl* is induced by activation of the glucocorticoid receptor in astrocytes

*Etnppl* mRNA expression was shown to increase approximately twofold in mice introduced to an acute stressor (48). We reasoned that the rise in *Etnppl* mRNA expression by fasting may be due to glucocorticoids (49). To determine if PEtN-related gene expression is altered by activation of the glucocorticoid receptor, we measured mRNA expression of a panel of PEtN-related genes in wild-type, postnatal day 2 (P2) mouse primary (1°) astrocytes after either a 24-h or 72-h exposure to 100 nM of the glucocorticoid agonist dexamethasone or vehicle control *via* qRT-PCR (Fig. 3*C*). As a positive control, known glucocorticoid receptor responsive genes including *Prodh*, *Fkp5*, *Klf9*, *Sgk1*, *Mertk*, *Folh1*, *Gjb6*, and *Ch25h* were all induced by 100 nM dexamethasone at either one or both time points (Fig. S3). *Etnppl* mRNA was dramatically induced by dexamethasone, at 24-h and 72-h incubations, 6.6-fold and 13.8-fold, respectively (Fig. 3*C*). When examining other PEtN-related genes, few significant changes occurred due to dexamethasone exposure in 1° astrocytes (50). These data show that *Etnppl* is regulated by glucocorticoids in astrocytes.

### Loss of Etnppl has a minimal impact on PEtN-related gene expression

We obtained a mouse with constitutive loss of Etnppl (Etnppl^KO^). These mice are viable and fertile with no overt morphological or behavioral abnormalities. We confirmed that Etnppl protein was lost in the brain and liver *via* western blotting (Fig. 4, *A* and *B*). Since PEtN feeds into a number of complex lipid pathways, loss of Etnppl may alter gene expression of PEtN-related genes as they compensate for the loss of Etnppl activity in both the brain and liver. To investigate this, we performed qRT-PCR using the cortical tissue and liver from 9-week-old wild-type and Etnppl^KO^ mice after an 18-h overnight fast. An assortment of genes relevant to PEtN-related genes (*i.e.*, *Etnk1*, *Etnk2*, *Ect*, *Cept1*, *Pisd*, *Pemt*, Phospho1, etc.), lipid metabolism and regulation genes (*i.e.*, *Ppar⍺*, *Bdh*, *Atgl*, *Cd36*, *Cpt1a*, *Cpt2*, *Fasn*, *Mcad*, *Lcad*, etc.), and genes that are indicators of CNS inflammation and oxidative stress (*i.e.*, *Gfap* and *Sod1*). Interestingly in the brain, loss of Etnppl did not result in any statistically significant changes in mRNA expression of any investigated genes (Fig. 4*C*). In the liver, mRNA expression due loss of Etnppl was significant for multiple genes. *Sod1* liver mRNA expression was increased 1.5-fold and *Aldh1l1* was increased 7.6-fold in Etnppl^KO^ compared with wild-type liver (Fig. 4*D*). FAO gene *Hadh* was increased 3.1-fold in Etnppl^KO^ compared with WT liver (Fig. 4*D*). Interestingly loss of Etnppl only resulted in significant expression changes in the liver. Perhaps differences in lipid composition, abundances of critical lipids between the brain and liver, or redundant roles of enzymes found in the brain account for the mRNA expression changes due to Etnppl loss found in the liver but not in the brain.

**Figure 4:**
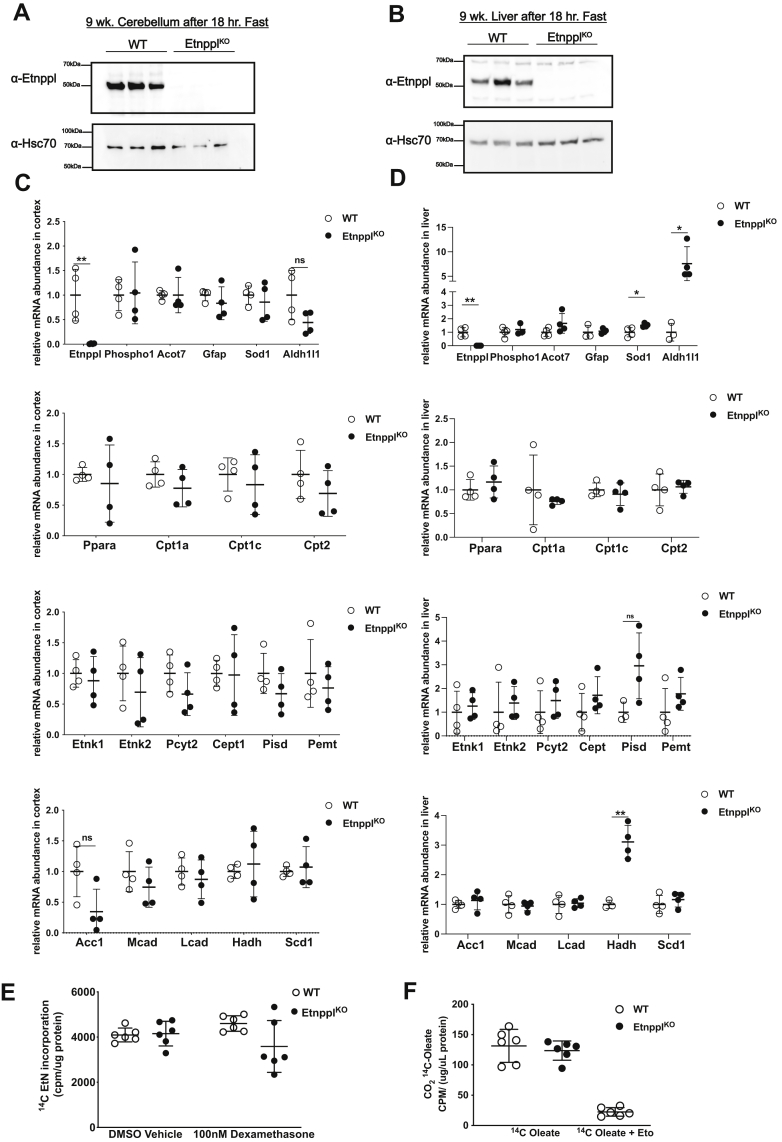
**Impact of Etnppl loss on gene expression and metabolic substrate use in the brain and liver.***A*, Etnppl protein expression in cerebellum from 9-week-old, 18-h fasted Etnppl ^KO^ and WT mice. *B*, Etnppl protein expression in liver from 9-week-old, 18-h fasted Etnppl ^KO^ and WT mice. *C*, cortex mRNA expression of *Etnppl*, genes that are indicators of CNS health, PEtN-related genes, and other metabolically relevant genes from 9-week-old, 18-h fasted Etnppl^KO^ and WT mice. n = 4. *D*, liver mRNA expression of *Etnppl*, genes that are indicators of CNS health, PEtN-related genes, and other metabolically relevant genes from 9-week-old, 18-h fasted Etnppl^KO^ and WT mice. n = 4. *E*, oxidation of 1-^14^C oleic acid to ^14^CO_2_ in P2 1° cortical astrocytes derived from Etnppl^KO^ and WT mice (n = 6). [etomoxir] = 100 μM. *F*, incorporation of 1-^14^C ethanolamine into membranes in cultured P2 1° cortical astrocytes derived from Etnppl^KO^ and WT mice (n = 6). [dexamethasone] = 100 nM. Data are expressed as mean ± S.D. Represented data analyzed using Student’s two-tailed t-tests. Outliers were removed after using Grubb’s outlier test. ∗α = 0.05; ∗∗α = 0.01; ∗∗∗α = 0.001; ∗∗∗∗α = 0.0001; ns, not significant.

### Fatty acid oxidation (FAO) and incorporation of ethanolamine (EtN) into membrane lipids in the brain are unchanged due to loss of Etnppl

The substrate that Etnppl irreversibly degrades, PEtN, is commonly found as a head group in the abundant membrane phospholipid PE. PEtN as a phospholipid head group is critical for maintaining proper membrane phospholipid curvature (50). Dysregulation of PEtN may have an impact on neurologic function by perturbing PE biosynthesis and as a result membrane structure. Furthermore, previous studies have identified that PE is essential for neural development and for proper myelination (16, 51). It is expected that if *Etnppl* expression is decreased or Etnppl protein is lost, then there would be greater available PEtN to be incorporated into PE. To determine the impact of Etnppl loss on the incorporation of PEtN into PE, we examined the incorporation of ^14^C-ethanolamine into complex lipids from postnatal day 2 1° cortical astrocytes from wild-type and constitutive Etnppl^KO^ brains (52). Wild-type and Etnppl^KO^ astrocytes were treated with DMSO vehicle control or 100 nM dexamethasone for 24-h followed by a 4-h incubation with 1-^14^C-ethanolamine. There were no significant changes in incorporation of radiolabeled ethanolamine due to Etnppl loss or dexamethasone treatment (Fig. 4*E*). This suggests that the loss of Etnppl is not sufficient to alter incorporation of EtN into PE.

PEtN, the metabolite acted upon by Etnppl, was previously shown to inhibit mitochondrial respiration *via* an unknown mechanism (29). To address the consequences of Etnppl loss on oxidative metabolism in the brain, oxidation of the fatty acid oleate was measured by capturing radiolabeled ^14^CO_2_ from consumed 1-^14^C-oleate using 1° P2 cortical astrocytes harvested from wild-type and constitutive Etnppl^KO^ brains. The FAO inhibitor etomoxir was used as a control of FAO loss using the wild-type 1° astrocytes (Fig. 4*F*). There were no observed or statistically significant changes in ^14^C-oleate consumption in Etnppl^KO^ astrocytes.

Loss of Etnppl may impact the oxidation of metabolic substrates other than fatty acids. To more widely assess the impact of Etnppl on oxidative capacity, a mitochondrial stress test, which reads real time oxygen consumption, was performed using the Agilent Seahorse platform using wild-type and Etnppl^KO^ P2 1° cortical astrocytes. Astrocytes were incubated with either 100 nM dexamethasone or DMSO vehicle control as well as simultaneously incubated with either 0 mM or 5 mM ethanolamine as substrate for Etnppl protein, for a total of four groups, for 24-h prior to analysis in the Seahorse flux analyzer. Over the course of the mitochondrial stress test, a series of electron transport chain inhibitors were used to assess mitochondrial health and oxidative capacity. Oxygen consumption in the Seahorse platform was significantly altered by genotype at particular parts of the oxygen consumption trace under certain EtN and dexamethasone conditions. At baseline, before injection of any inhibitors, basal oxygen consumption was approximately 1.35-fold higher in Etnppl ^KO^ astrocytes than in WT astrocytes when both had no added EtN or dexamethasone (Fig. 5*A*). Oxygen consumption in Etnppl^KO^ astrocytes, in the absence of dexamethasone, was also significantly increased after oligomycin indicating a minor increase in proton leak (Fig. 5*A*). Oxygen consumption was 1.37-fold lower in Etnppl^KO^ astrocytes, compared with wild-type astrocytes, after inhibition of OXPHOS using rotenone and antimycin A in cells that had been incubated with 100 nM dexamethasone and 5 mM ethanolamine indicating a lower extent of nonmitochondrial oxygen consumption in Etnppl^KO^ astrocytes (Fig. 5*A*). Overall, none of these significant differences were robust, yet they could indicate a subtle decreased capacity for substrate oxidation.

**Figure 5:**
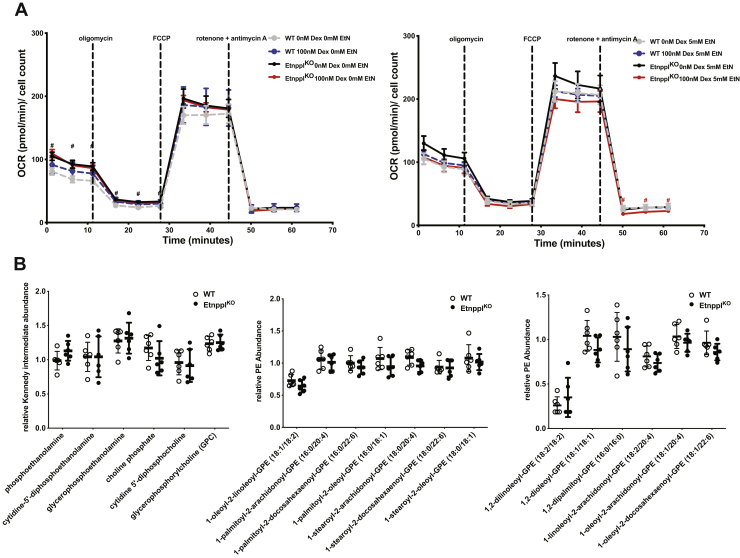
**Loss of Etnppl does not result in major changes to oxygen consumption or abundance of many hippocampal PEtN-related metabolites.***A*, seahorse assay mitochondrial stress test measuring oxygen consumption using cultured P2 1° cortical astrocytes derived from Etnppl^KO^ and WT mice after overnight incubation with dexamethasone and ethanolamine (EtN) (n = 6). [dexamethasone] = 100 nM, [EtN] = 5 mM. *B*, relative abundances of PEtN-associated metabolites in whole hippocampus from 18-h fasted 9-week-old Etnppl^KO^ and WT (n = 6). Data in A are expressed as mean ± S.E.M. Represented data analyzed using multiple Student’s two-tailed t-tests. Statistical significance of represented metabolites in B determined using two-stage false discovery rate (FDR) method of Benjamini, Krieger, and Yekutieli with an FDR (Q) of 10%. Fold changes in green boxes are significantly increased, fold changes in red boxes are significantly decreased, and fold changes in yellow boxes are not significantly affected by genotype. The same data are represented as mean of relative species abundance ± S.D. in adjacent graphs in panels *C*–*E*. ∗α = 0.05; ∗∗α = 0.01; ∗∗∗α = 0.001; ∗∗∗∗α = 0.0001; ns, not significant.

Utilizing global unbiased metabolomics, we determined the relative abundances of 568 metabolites including Kennedy pathway intermediates, various phosphatidylethanolamine species, various phosphatidylcholine species, species from several other classes of phospholipids, as well as many other lipids, amino acids, and carbohydrates that are less relevant to Etnppl and PEtN metabolism. Overwhelmingly, very few metabolites in the overnight fasted 9-week-old hippocampus were statistically significantly altered due to the loss of Etnppl (Fig. 5*B*, Fig. S4).

### Membrane phospholipids are more abundant in the Etnppl^KO^ cortex

Global metabolomics profiles only provide a limited window of changes in lipids. To address this, we performed targeted lipidomics specifically to examine a comprehensive panel of phospholipids found in analyzed samples. Two sets of samples were used for analysis. First, cortex from 9-week-old overnight, 18-h fasted wild-type and Etnppl^KO^ mice. Cortex samples were analyzed by the Mass Spectrometry Lipidomics Core Facility in the Pharmacology Department at the University Anschutz Medical Campus in Aurora, Colorado, the University of Colorado, Aurora Lipidomics Core for targeted mass spectrometry of the species within the phospholipid classes of PEs and phosphatidylcholines (PCs). Secondly, liver samples were collected from 9-week-old overnight, 18-h fasted wild-type and Etnppl^KO^ mice.

Cortex lipidomics data revealed that the abundances of many individual species of PEs and PC were statistically significantly altered in the cortex by loss of Etnppl. The overwhelming majority of PE species that were statistically significantly changed in cortex samples were modestly increased due to Etnppl loss ranging from 1.9-fold to 1.3-fold. Many of the PEs increased in Etnppl^KO^ cortex were also comprised of at least one long-chain poly- and monounsaturated fatty acids, including arachidonic acid (AA, C20:4n6) and DHA (C22:6n3) (Fig. 6*A*, Fig. S5). Total PC was unchanged but total PE abundance was increased in Etnppl^KO^ compared with wild-type (Fig. 6*C*). Total abundance of DHA in PEs was significantly increased 1.19-fold in Etnppl^KO^ cortex compared with wild-type (Fig. 6*H*). There was a trending increase in total AA in PE from Etnppl^KO^ cortex compared with wild-type (Fig. 6*F*). The latter two fatty acids have a higher abundance in the brain at baseline than in other tissues (4, 53, 54).

**Figure 6:**
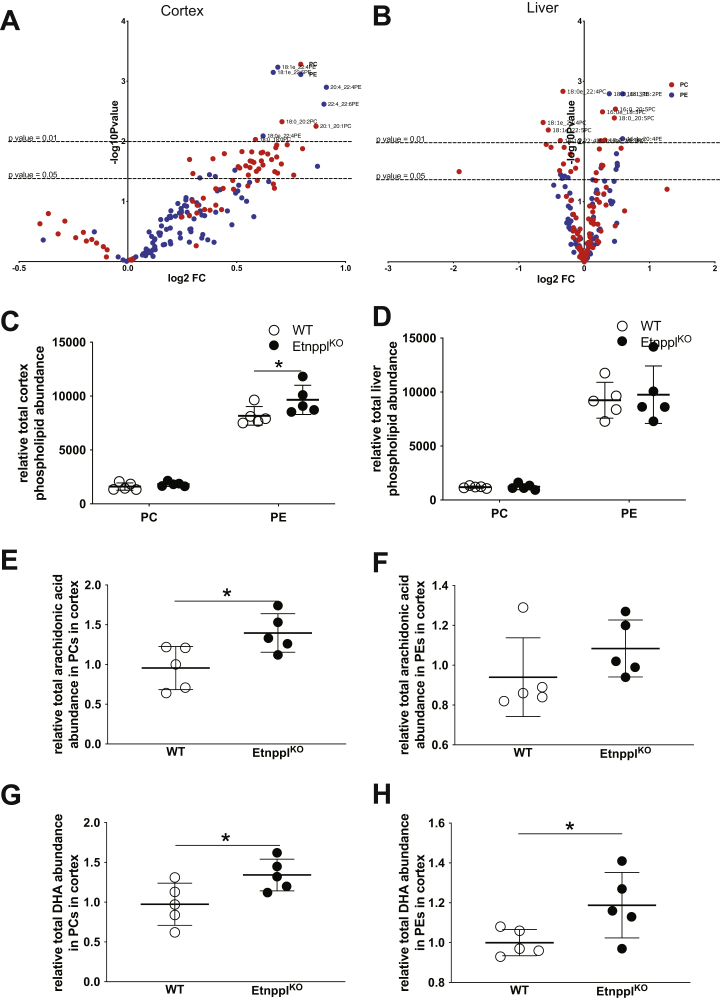
**Phospholipid abundance and composition are altered in cortex after loss of Etnppl.***A*, volcano plot representing PC and PE species fold changes comparing Etnppl^KO^ with WT using 18-h fasted cortex from 9-week-old mice. n = 5. *B*, volcano plot representing phospholipid species fold changes comparing Etnppl ^KO^ with WT using 18-h fasted liver from 9-week-old mice. *C*, total relative phospholipid abundance in the cortex from 18-h fasted, 9-week-old Etnppl^KO^ and WT mice. n = 5. *D*, total relative phospholipid abundance in the cortex from 18-h fasted liver from 9-week-old Etnppl ^KO^ and WT mice. n = 5. *E*, relative total AA abundance in PC species in the cortex from 18-h fasted, 9-week-old Etnppl ^KO^ and WT mice. n = 5. *F*, relative total AA abundance in PE species in the cortex from 18-h fasted, 9-week-old Etnppl^KO^ and WT mice. n = 5. *G*, relative total DHA abundance in PC species in the cortex from 18-h fasted, 9-week-old Etnppl^KO^ and WT mice. n = 5. *H*, relative total DHA abundance in PE species in the cortex from 18-h fasted, 9-week-old Etnppl ^KO^ and WT mice. n = 5. Data are expressed as mean ± S.D. Represented data analyzed using Student’s two-tailed t-tests. ∗α = 0.05; ∗∗α = 0.01; ∗∗∗α = 0.001; ∗∗∗∗α = 0.0001; ns, not significant.

While total abundance of PCs was not significantly increased in Etnppl^KO^ cortex, a large number of individual PC species were increased. Observed PC species that were significantly increased in Etnppl^KO^ cortex follow similar trends to those of PE containing at least one PUFA (Fig. 6*A*, Fig. S6). Total abundance of DHA in PCs in Etnppl^KO^ cortex was significantly elevated 1.34-fold compared with wild-type cortex (Fig. 6*G*). Total AA in phosphatidylcholines in Etnppl^KO^ cortex is significantly elevated 1.4-fold compared with wild-type cortex (Fig. 6*E*).

In the liver, overall changes in phospholipid abundance were less impacted due to loss of Etnppl than in the brain (Fig. 6*B*). Total abundance was not significantly changed in PC or PE in the liver samples as in the cortex (Fig. 6*D*). However, similar to the cortex, many individual phospholipids species were significantly increased due to the loss of Etnppl in the liver. While none of the PC species were significantly decreased in Etnppl^KO^ cortex, in Etnppl^KO^ liver, several PCs were increased and several decreased (Fig. 6*B*). In the brain, we observed that the loss of Etnppl increases the overall abundance of PEs and most dramatically increases the abundance of brain PEs containing PUFAs such as DHA and AA (Fig. 6). This suggests that Etnppl is critical in the maintenance of brain phospholipid homeostasis especially comprised of PUFAs with high neurologic relevance. In the liver, while overall abundance of either phospholipid class was not significantly changed; however, the changes in specific phospholipids follow a similar trend as in the brain. Overwhelmingly, phospholipids species that contain PUFAs significantly elevated suggesting that the Etnppl may be responsible for regulating phospholipid acyl-chain homeostasis.

## Discussion

*Etnppl* expression has been observed to be altered throughout *in vivo* studies using rodent models and in human clinical studies in a number of contexts including the following: mood disorders (34, 37), social stress (48, 49), and cancers (38, 39) in multiple tissues. Here, we have characterized the regulation and physiological role of Etnppl *in vivo*. Etnppl sits at the cornerstone of several species of complex lipids, and these data evaluate dietary fasting (Fig. 1, *B*, *C* and *E*) as an additional modulator of Etnppl expression. While these data support others’ findings and a role for Etnppl in maintaining phospholipid homeostasis, there is still much to learn regarding the relevance and function(s) of Etnppl both in the mammalian CNS and throughout peripheral tissues. Our data suggests that Etnppl is critical for maintaining phospholipid homeostasis, which is known to have an impact on neurologic function (15, 16, 18, 55).

*Etnppl* expression increases dramatically between the second and third weeks of postnatal life in the brain. Major changes in lipid metabolism occur in mammals over the course of development. Elevated utilization of lipids for versatile roles such as incorporation into membrane lipids and myelin as well as for elevated fatty acid utilization coincides with major periods of brain growth. In humans, the brain at birth is approximately 27% of its adult weight, which quickly increases to approximately 80% of its adult weight by 2 years of age (56, 57). Much of this new growth includes lipids, which comprise 50% of total adult dry brain mass (58). In rodents, there is evidence of increased fatty acid oxidation in early postnatal development between 15 and 30 days of age (approximately around weaning age), which also correlates to a major period of rodent glial development (59, 60). Myelination in the rodent CNS increases 500% within this developmental window and astrocytes, which overwhelmingly express Etnppl within the brain, are capable of regulating and modulating myelin in the CNS (59, 60, 61). Major increases in brain *Etnppl* mRNA and protein expression determined in our study coincide with this developmental window. Therefore, Etnppl may play a critical developmental role in early neurologic development that has yet to be uncovered.

*Etnppl* expression is regulated by glucocorticoids and in CNS astrocytes following fasting. *In vitro*, when exposed to the glucocorticoid receptor agonist dexamethasone (100 nM) over a time course between 0.25 h and 24 h, astrocytic *Etnppl* mRNA expression was elevated up to 3.72-fold *via* microarray (62). This has been corroborated by our 24-h and 72-h 100 nM dexamethasone-treated P2 1° astrocytes. These data also show changes to the Kennedy pathway for PE biogenesis including significant upregulation of the rate-limiting gene *Pcyt2* following dexamethasone exposure, suggesting a larger role for glucocorticoid signaling in regulating PEs (62). In humans, mood disorders such as schizophrenia and bipolar disorder are associated with elevations in stress hormones due to substantial trauma or chronic stress in early development, which also have substantially increased *Etnppl* expression (34, 35, 37, 63). Furthermore, there is evidence that dietary fasting and chronic high-fat diet increase glucocorticoids and alter the abundance of glucocorticoid receptors through altered rhythmicity of the hypothalamic–pituitary–adrenocortical (HPA) axis (64). Glucocorticoid signaling is already known to impact systemic lipid metabolism distinctly in different tissues. Overall, glucocorticoid signaling results in downstream physiological responses that ultimately are meant to generate a sustained glucose supply for the brain while simultaneously decreasing glucose uptake in the peripheral tissues and elevating circulating fatty acids. For example, glucocorticoids stimulate hepatic lipogenesis and triacylglycerol synthesis while promoting lipolysis in the white adipose tissue (65).

While glucocorticoid signaling may stimulate expression of *Etnppl*, a neurologic or systemic functional role for Etnppl remains undetermined. The known catalytic role of Etnppl is to irreversibly break down PEtN into acetaldehyde, ammonium, and inorganic phosphate (24). PEtN is an amino acid that is a component of complex structural lipids including PE (27), sphingosine-1-phosphate (42), certain plasmalogens (16) and endocannabinoids (43, 44), and as a potential inhibitor of mitochondrial respiration (29). In the brain, the composition and abundance of lipids are unique compared with other tissues to accomplish complex neurologic signaling and to maintain proper neurologic structure (66, 67). One major structural component that contributes largely to unique brain lipid composition is the lipid-laden myelin (68). It has been previously determined that myelin sheath thickness is plastic and is modulated by perinodal astrocytes as a means to impact conduction velocity (69). This is evidence that astrocytes, which express the majority of Etnppl in the brain, modulate the lipid structure within the nervous system. Astrocytes have previously been characterized as important in other regards of brain lipid metabolism including being the main site of fatty acid oxidation (70) and cholesterol synthesis (71) within the CNS. Perhaps, induction of Etnppl occurs in astrocytes after a period of food insecurity to regulate PEtN or a PEtN-containing complex lipid such as PE as a means of protection for the CNS.

Modulation of PEtN and EtN abundance has been previously described to have an impact on neurologic function. Mutant eas flies are unable to generate the critical intermediate PEtN and have an altered membrane lipid composition. These neurologic deficits can be rescued in *Drosophila* by the administration of exogenous PEtN (31). Furthermore, there is evidence that administration of exogenous PEtN prevents autoimmune encephalitis when administered *via* intraperitoneal (i.p.) injections in rats (72). Etnppl protein has been found to have decreased expression in human glioma brain tumors, which further decreases with malignant progression (38). Since PEtN is a critical component of many complex lipids, most notably PE, it is speculated that decreased Etnppl and therefore increased PEtN abundance found in multiple cancers would allow for greater unchecked cellular growth, common to cancers. However, the normal functional role of Etnppl within the nervous system remains uncharacterized. What we can gather is that the main substrate for Etnppl, PEtN, is critical for proper neurologic function based on its previously determined therapeutic benefit. Previous studies have observed Etnppl expression both in the cytosol and within the nucleus (38, 73). Perhaps Etnppl is necessary for regulating the concentration of PEtN throughout multiple cellular compartments, or it could be the case that one of the by-products of PEtN degradation, such as acetaldehyde, ammonium, or inorganic phosphate plays a signaling role in the glia, which is regulated by Etnppl.

Etnppl is known to be elevated in several neurologic disorders including schizophrenia and bipolar disorder while being decreased in depression (34, 37). Our group has determined that *Etnppl* is regulated by dietary fasting specifically in astrocytes within the brain (and liver). Using cultured P2 1° astrocytes, we validated previous findings that Etnppl is also induced by glucocorticoids. We determined that mRNA and protein expression of Etnppl increase dramatically in early postnatal development between the second and fourth weeks of life in mouse brain and liver. Furthermore, loss of the PEtN phospholyase, Etnppl results in elevations of PE abundance to the hippocampal lipidome, which could be attributed to elevated PEtN to incorporate into PEs or altered turnover rates of all phospholipids. No major changes in overt morphology, gene expression, or substrate utilization were observed due to the loss of Etnppl. However, there is a possibility that PHOSPHO1, which has similar activity as Etnppl, is functionally redundant or that developmental compensation exists using a mouse model with a constitutive loss of Etnppl. It is possible that an animal model with inducible loss of Etnppl or an overexpression model of Etnppl, to overcome the potentially redundant Phospho1, would result in a more robust impact/impairment to neurologic function and the brain metabolome. While there is still much undetermined regarding any functional roles for Etnppl, we have demonstrated its means of dietary and developmental regulation and its impact on the brain lipid metabolome.

## Experimantal procedures

### Animals

All procedures were performed in accordance with the *NIH’s Guide for the Care and Use for Laboratory Animals* and under the approval of the Johns Hopkins Medical School Animal Care and Use Committee.

Constitutive Etnppl^KO^ mice were acquired from Taconic Biosciences (#10062). Mice were housed in ventilated racks with a 14-hr-light/10-hr-dark cycle and fed a standard chow diet (2018SX, Teklad Global). Fed and 24-h fasted mice were euthanized at the same time of day (9 AM) at 9 weeks of age unless otherwise noted. For fasting studies, mice were deprived of food for 18 h (3 PM–9 AM). Food deprivation schedule and timing of tissue collection were consistent.

### Translating ribosomal affinity purification

Actively translating mRNAs were determined using translating ribosomal affinity purification (TRAP) based on established protocols (40, 74, 75). Ribo-Tag transgenic mouse expression of pull-down epitope was under the control of neuron-specific synapsin-Cre or astrocyte-specific Aldh1l1-Cre. Neuron and astrocyte specific Ribo-Tag mice were subjected to a normal chow diet (2018SX, Teklad Global), ketogenic diet (41), or fasted overnight for 18 h prior to dissection and tissue harvest. Ribosomes were pulled down and mRNA was isolated from hippocampus. mRNA expression was determined using Affymetrix mouse whole exome microarray and validated by qRT-PCR.

### Primary (1°) astrocyte isolation and culture

T-25 culture flasks (Falcon 353109) (one per cortex) were coated with 1:500 rat tail collagen I (Thermo Fisher A1048301) in Dulbecco’s modified eagle medium (DMEM) for 4 h. Afterward, culture flasks were washed with 1X phosphate-buffered saline (PBS) (Quality Biological) and set to dry. Brains from postnatal day 2 (P2) CPT2^lox/lox^ and CPT2^B−/−^ mice were rapidly dissected in ice-cold 1X Hank’s buffered salt solution (HBSS) (no Ca^2+^, no Mg^2+^, Thermo Fisher). Hippocampus, midbrain, cerebellum, and brainstem were discarded from each cortex and meninges were completely removed. On ice, cortex tissue 1X HBSS was gently minced using sterile razor blades. Minced cortex and 4 ml of HBSS were recovered and transferred to 14 ml round-bottom culture tubes. One milliliter of 0.25% trypsin-EDTA was added to each round-bottom tube and was gently shaken for 25 min at 37 °C. Cortices were washed twice with DMEM, 15% fetal bovine serum, and 1% penicillin/streptomycin antibiotic (Invitrogen) twice to remove Trypsin-EDTA (Thermo Fisher). Tissues were dissociated by gently triturating using a 2 ml sterile serological pipette followed by three subsequent triturations using a sterile Pasteur pipette. Supernatant from each round of triturations was transferred to a new round-bottom tube. Cell suspension was passed through a 40 μM cell strainer and resuspended in 5 ml of DMEM, 15% fetal bovine serum, and 1% penicillin/streptomycin antibiotic (Invitrogen) on coated T-25 flasks. Media was changed every 2 to 3 days. Astroglia grew to confluency within 10 to 14 days.

### Fatty acid oxidation, glucose uptake, and ethanolamine (EtN) incorporation

All labeling experiments were performed using P2 1° cortical astrocytes from wild-type and Etnppl^KO^ pups seeded in 1:500 rat collagen (ThermoFisher A1048301) coated T-25 flasks or 6-well culture dishes 48-h prior to the experiment. All assays were conducted between passages 2 and 4. For FAO experiments [protocol modified from Jernberg *et al.*, 2017 (76)], 200,000 astrocytes per flask were labeled in stoppered T-25 flasks with labeling media containing 0.12 μCi [1-^14^C] oleic acid (Moravek Biochemicals) and incubated at 37 °C (5% CO_2_, 90% relative humidity) for 4 h. Labeling media was composed of 20% Neurobasal medium (Gibco; 21103-049) and 80% glucose-, glutamine-, and pyruvate-free DMEM (Gibco; A14430) supplemented such that final concentrations were 5 mM glucose, 25 μM glutamine, 50 μM sodium pyruvate, and 0.2 mM carnitine, and 0.1% (w/v) bovine serum albumin (Sigma A9647). Etomoxir-treated samples were incubated 100 μM etomoxir (Sigma E1905) in the labeling medium administered at the time of initiating the assay. ^14^CO_2_ was trapped on Whatman filter paper suspended in the headspace of the flask using a center well by addition of 200 μl of 70% perchloric acid in the media and 150 μl of 1 M NaOH directly on the filter paper and incubated at 55 °C for 1 h. The filter paper was placed in 4 ml of scintillation fluid and radioactivity was measured. Astrocytes were lysed using 0.5 ml 1X Triton-X-100 in 1X PBS. Counts were normalized to total microgram protein determined by bicinchoninic acid (BCA) assay.

Ethanolamine incorporation was measured using 100,000 astrocytes per well in 6-well dishes with labeling media containing 0.1 μCi/well [1-^14^C] ethanolamine (Moravek Biochemicals) and incubated at 37 °C (5% CO_2_, 90% relative humidity) for 4 h. Labeling media was composed of 20% Neurobasal medium (Gibco; 21103-049) and 80% glucose-, glutamine-, and pyruvate-free DMEM (Gibco; A14430) supplemented such that final concentrations were 5 mM glucose, 25 μM glutamine, and 50 μM sodium pyruvate. Each culture was thoroughly washed in ice-cold 1X PBS. Folch organic extractions were accomplished with additions of 700 μl of 2:1 chloroform methanol with immediate subsequent additions of 450 μl 2 mM magnesium chloride (MgCl_2_) (52). After vortexing and discarding the aqueous layer, the organic layer is “washed” by the addition of 450 μl 2:1 CHCl_3_:MeOH and 300 μl MgCl_2_. The aqueous layer was completely removed and 400 μl of the organic phase was added to each scintillation tube and counted in 4 ml of scintillation fluid and normalized to total microgram protein determined by BCA assay.

### Unbiased global metabolomics

Global metabolomics were performed on rapidly dissected and frozen (in liquid nitrogen) hippocampus from 18-h fasted 9-week-old mice (3 PM–9 AM) as described previously (70, 77, 78, 79, 80).

### Lipidomics

Lipidomics were performed by established methods by the Lipidomics and Mass Spectrometry Core in the Pharmacology Department of the University of Colorado, Anschutz Medical Campus in Aurora, CO (81).

### RNA isolation, purification, and qRT-PCR

RNA were isolated from brain tissues using TRIzol (Life Technologies) and further purified using RNeasy Mini Kit (Qiagen). RNA was quantified by a NanoDrop spectrophotometer (Thermo Fisher Scientific), and cDNA was synthesized using 0.5 to 2 μg of total RNA, random primers, and MultiScribe High-Capacity cDNA reverse transcription kit according to manufacturer’s instructions (Cat no. 4368814; Life Technologies). qRT-PCR was performed using 10 ng of template cDNA and Bio-Rad SsoAdvanced Universal SYBR Green master mix (Cat no. 1725274) with primers specific to the genes of interest. PCR reactions were carried out in a Bio-Rad CFX Connect thermocycler [95 °C for 10 s, 56–95 °C at 0.5 °C/5 s]. All data were normalized to average of housekeeping Ct values from Rpl22 and 18S. Normalized data were expressed as 2^−ΔCt^.

### Statistical analysis

Data were analyzed using Prism 7.0 software (GraphPad). Statistical significance of data was determined using unpaired Student’s two-tailed t-tests for single variable experiments. For unmatched multiple-variable experiments, ordinary two-way analysis of variance (ANOVA) with Šídák corrections for multiple comparisons was used to determine statistical significance of data. For paired multiple-variable experiments, repeated measures two-way ANOVA with Šídák corrections for multiple comparisons were used to determine statistical significance of data.

## Data availability

Microarray data has been deposited in Gene Expression Omnibus GSE169625.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors have no competing financial interests.

## References

[1] Davis-Bruno K., Tassinari M.S. (2011). Essential fatty acid supplementation of DHA and ARA and effects on neurodevelopment across animal species: A review of the literature. Birth Defects Res. B Dev. Reprod. Toxicol..

[2] Harvey L.D., Yin Y., Attarwala I.Y., Begum G., Deng J., Yan H.Q., Dixon C.E., Sun D. (2015). Administration of DHA reduces endoplasmic reticulum stress-associated inflammation and alters microglial or macrophage activation in traumatic brain injury. ASN Neuro.

[3] Lin L.E., Chen C.T., Hildebrand K.D., Liu Z., Hopperton K.E., Bazinet R.P. (2015). Chronic dietary n-6 PUFA deprivation leads to conservation of arachidonic acid and more rapid loss of DHA in rat brain phospholipids. J. Lipid Res..

[4] Brenna J.T., Diau G.Y. (2007). The influence of dietary docosahexaenoic acid and arachidonic acid on central nervous system polyunsaturated fatty acid composition. Prostaglandins Leukot. Essent. Fatty Acids.

[5] Brenna J.T., Carlson S.E. (2014). Docosahexaenoic acid and human brain development: Evidence that a dietary supply is needed for optimal development. J. Hum. Evol..

[6] Ahmed A.T., MahmoudianDehkordi S., Bhattacharyya S., Arnold M., Liu D., Neavin D., Moseley M.A., Thompson J.W., Williams L.S.J., Louie G., Skime M.K., Wang L., Riva-Posse P., McDonald W.M., Bobo W. (2020). Acylcarnitine metabolomic profiles inform clinically-defined major depressive phenotypes. J. Affect. Disord..

[7] Barone R., Alaimo S., Messina M., Pulvirenti A., Bastin J., MIMIC-Autism Group, Ferro A., Frye R.E., Rizzo R. (2018). A subset of patients with autism spectrum disorders show a distinctive metabolic profile by dried blood spot analyses. Front. Psychiatry.

[8] Clark-Taylor T., Clark-Taylor B.E. (2004). Is autism a disorder of fatty acid metabolism? Possible dysfunction of mitochondrial β-oxidation by long chain acyl-CoA dehydrogenase. Med. Hypotheses.

[9] Ferguson J.N., Young L.J., Insel T.R. (2002). The neuroendocrine basis of social recognition. Front. Neuroendocrinol..

[10] Rossignol D.A., Frye R.E. (2011). Mitochondrial dysfunction in autism spectrum disorders: A systematic review and meta-analysis. Mol. Psychiatry.

[11] Xie Z., Jones A., Deeney J.T., Hur S.K., Bankaitis V.A. (2016). Inborn errors of long-chain fatty acid β-oxidation link neural stem cell self-renewal to autism. Cell Rep..

[12] Merritt J.L., Norris M., Kanungo S. (2018). Fatty acid oxidation disorders. Ann. Transl. Med..

[13] Tyni T., Pihko H. (1999). Long-chain 3-hydroxyacyl-CoA dehydrogenase deficiency. Acta Paediatr..

[14] Tyni T., Palotie A., Viinikka L., Valanne L., Salo M.K., von Döbeln U., Jackson S., Wanders R., Venizelos N., Pihko H. (1996). Long-chain 3-hydroxyacyl-coenzyme A dehydrogenase deficiency with the G1528C mutation: Clinical presentation of thirteen patients. J. Pediatr..

[15] Schuurs-Hoeijmakers J.H., Geraghty M.T., Kamsteeg E.J., Ben-Salem S., de Bot S.T., Nijhof B., van de Vondervoort I.I., van der Graaf M., Nobau A.C., Otte-Höller I., Vermeer S., Smith A.C., Humphreys P., Schwartzentruber J., FORGE Canada Consortium (2012). Mutations in DDHD2, encoding an intracellular phospholipase A1, cause a recessive form of complex hereditary spastic paraplegia. Am. J. Hum. Genet..

[16] Vaz F.M., McDermott J.H., Alders M., Wortmann S.B., Kölker S., Pras-Raves M.L., Vervaart M.A.T., van Lenthe H., Luyf A.C.M., Elfrink H.L., Metcalfe K., Cuvertino S., Clayton P.E., Yarwood R., Lowe M.P. (2019). Mutations in PCYT2 disrupt etherlipid biosynthesis and cause a complex hereditary spastic paraplegia. Brain.

[17] Ahmed M.Y., Al-Khayat A., Al-Murshedi F., Al-Futaisi A., Chioza B.A., Pedro Fernandez-Murray J., Self J.E., Salter C.G., Harlalka G.V., Rawlins L.E., Al-Zuhaibi S., Al-Azri F., Al-Rashdi F., Cazenave-Gassiot A., Wenk M.R. (2017). A mutation of EPT1 (SELENOI) underlies a new disorder of Kennedy pathway phospholipid biosynthesis. Brain.

[18] Lamari F., Mochel F., Saudubray J.M. (2014). An overview of inborn errors of complex lipid biosynthesis and remodelling. J. Inherit. Metab. Dis..

[19] Cho K.H., Shim S.H., Kim M. (2017). Clinical, biochemical, and genetic aspects of Sjögren-Larsson syndrome. Clin. Genet..

[20] Huigen M.C., van der Graaf M., Morava E., Dassel A.C., van Steensel M.A., Seyger M.M., Wevers R.A., Willemsen M.A. (2015). Cerebral lipid accumulation in Chanarin–Dorfman syndrome. Mol. Genet. Metab..

[21] Schiroli D., Peracchi A. (2015). A subfamily of PLP-dependent enzymes specialized in handling terminal amines. Biochim. Biophys. Acta.

[22] Schiroli D., Cirrincione S., Donini S., Peracchi A. (2013). Strict reaction and substrate specificity of AGXT2L1, the human O-phosphoethanolamine phospho-lyase. IUBMB Life.

[23] Schiroli D., Ronda L., Peracchi A. (2014). Kinetic characterization of the human O-phosphoethanolamine phospho-lyase reveals unconventional features of this specialized pyridoxal phosphate-dependent lyase. FEBS J..

[24] Veiga-da-Cunha M., Hadi F., Balligand T., Stroobant V., Van Schaftingen E. (2012). Molecular identification of hydroxylysine kinase and of ammoniophospholyases acting on 5-phosphohydroxy-L-lysine and phosphoethanolamine. J. Biol. Chem..

[25] Fleshood H.L., Pitot H.C. (2016). The metabolism of O-phosphorylethanolamine in animal tissues. II. Metabolic regulation of O-phosphorylethanolamine phospho-lyase in vivo. Arch. Biochem. Biophys..

[26] Pavlovic Z., Bakovic M. (2013). Regulation of phosphatidylethanolamine homeostasis—the critical role of CTP:phosphoethanolamine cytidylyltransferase (Pcyt2). Int. J. Mol. Sci..

[27] Kennedy E.P., Weiss S.B. (1956). The function of cytidine coenzymes in the biosynthesis of phospholipides. J. Biol. Chem..

[28] Dowhan W. (1997). Molecular basis for membrane phospholipid diversity: Why are there so many lipids?. Annu. Rev. Biochem..

[29] Gohil V.M., Zhu L., Baker C.D., Cracan V., Yaseen A., Jain M., Clish C.B., Brookes P.S., Bakovic M., Mootha V.K. (2013). Meclizine inhibits mitochondrial respiration through direct targeting of cytosolic phosphoethanolamine metabolism. J. Biol. Chem..

[30] Pavlidis P., Ramaswami M., Tanouye M.A. (2003). The Drosophila easily shocked gene: A mutation in a phospholipid synthetic pathway causes seizure, neuronal failure, and paralysis. Cell.

[31] Kroll J.R., Tanouye M.A. (2013). Rescue of easily shocked mutant seizure sensitivity in Drosophila adults. J. Comp. Neurol..

[32] Zhang Y., Chen K., Sloan S.A., Bennett M.L., Scholze A.R., O'Keeffe S., Phatnani H.P., Guarnieri P., Caneda C., Ruderisch N., Deng S., Liddelow S.A., Zhang C., Daneman R., Maniatis T. (2014). An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. J. Neurosci..

[33] Clarke L.E., Liddelow S.A., Chakraborty C., Münch A.E., Heiman M., Barres B.A. (2018). Normal aging induces A1-like astrocyte reactivity. Proc. Natl. Acad. Sci. U. S. A..

[34] Shao L., Vawter M.P. (2008). Shared gene expression alterations in schizophrenia and bipolar disorder. Biol. Psychiatry.

[35] Sibille E., Arango V., Galfalvy H.C., Pavlidis P., Erraji-Benchekroun L., Ellis S.P., John Mann J. (2003). Gene expression profiling of depression and suicide in human prefrontal cortex. Neuropsychopharmacology.

[36] Schroeder F.A., Lewis M.C., Fass D.M., Wagner F.F., Zhang Y.L., Hennig K.M., Gale J., Zhao W.N., Reis S., Barker D.D., Berry-Scott E., Kim S.W., Clore E.L., Hooker J.M., Holson E.B. (2013). A selective HDAC 1/2 inhibitor modulates chromatin and gene expression in brain and alters mouse behavior in two mood-related tests. PLoS One.

[37] McQuillin A., Rizig M., Gurling H.M. (2007). A microarray gene expression study of the molecular pharmacology of lithium carbonate on mouse brain mRNA to understand the neurobiology of mood stabilization and treatment of bipolar affective disorder. Pharmacogenet. Genomics.

[38] Leventoux N., Augustus M., Azar S., Riquier S., Villemin J.P., Guelfi S., Falha L., Bauchet L., Gozé C., Ritchie W., Commes T., Duffau H., Rigau V., Hugnot J.P. (2020). Transformation foci in IDH1-mutated gliomas show STAT3 phosphorylation and downregulate the metabolic enzyme ETNPPL, a negative regulator of glioma growth. Sci. Rep..

[39] Ding Q., Kang J., Dai J., Tang M., Wang Q., Zhang H., Guo W., Sun R., Yu H. (2016). AGXT2L1 is down-regulated in heptocellular carcinoma and associated with abnormal lipogenesis. J. Clin. Pathol..

[40] Heiman M., Kulicke R., Fenster R.J., Greengard P., Heintz N. (2014). Cell type–specific mRNA purification by translating ribosome affinity purification (TRAP). Nat. Protoc..

[41] Ellis J.M., Bowman C.E., Wolfgang M.J. (2015). Metabolic and tissue-specific regulation of acyl-CoA metabolism. PLoS One.

[42] Borowsky A.D., Bandhuvula P., Kumar A., Yoshinaga Y., Nefedov M., Fong L.G., Zhang M., Baridon B., Dillard L., de Jong P., Young S.G., West D.B., Saba J.D. (2012). Sphingosine-1-phosphate lyase expression in embryonic and adult murine tissues. J. Lipid Res..

[43] Tsuboi K., Takezaki N., Ueda N. (2007). The N-acylethanolamine-hydrolyzing acid amidase (NAAA). Chem. Biodivers.

[44] Leishman E., Mackie K., Luquet S., Bradshaw H.B. (2016). Lipidomics profile of a NAPE-PLD KO mouse provides evidence of a broader role of this enzyme in lipid metabolism in the brain. Biochim. Biophys. Acta.

[45] Clarke L.E., Barres B.A. (2013). Emerging roles of astrocytes in neural circuit development. Nat. Rev. Neurosci..

[46] Iannotti F.A., Di Marzo V., Petrosino S. (2016). Endocannabinoids and endocannabinoid-related mediators: Targets, metabolism and role in neurological disorders. Prog. Lipid Res..

[47] Roberts S.J., Stewart A.J., Sadler P.J., Farquharson C. (2004). Human PHOSPHO1 exhibits high specific phosphoethanolamine and phosphocholine phosphatase activities. Biochem. J..

[48] Stankiewicz A.M., Goscik J., Swiergiel A.H., Majewska A., Wieczorek M., Juszczak G.R., Lisowski P. (2016). Social stress increases expression of hemoglobin genes in mouse prefrontal cortex. BMC Neurosci..

[49] Kadmiel M., Cidlowski J.A. (2013). Glucocorticoid receptor signaling in health and disease. Trends Pharmacol. Sci..

[50] McMahon H.T., Boucrot E. (2015). Membrane curvature at a glance. J. Cell Sci..

[51] Horibata Y., Elpeleg O., Eran A., Hirabayashi Y., Savitzki D., Tal G., Mandel H., Sugimoto H. (2018). EPT1 (selenoprotein I) is critical for the neural development and maintenance of plasmalogen in humans. J. Lipid Res..

[52] Folch J., Lees M., Sloane Stanley G.H. (1957). A simple method for the isolation and purification of total lipides from animal tissues. J. Biol. Chem..

[53] Dyall S.C. (2015). Long-chain omega-3 fatty acids and the brain: A review of the independent and shared effects of EPA, DPA and DHA. Front. Aging Neurosci..

[54] Crawford M.A., Sinclair A.J. (2008). Ciba Foundation symposium 3 - lipids, malnutrition & the developing brain. Novartis Found Symposia.

[55] Tasseva G., Bai H.D., Davidescu M., Haromy A., Michelakis E., Vance J.E. (2012). Phosphatidylethanolamine deficiency in mammalian mitochondria impairs oxidative phosphorylation and alters mitochondrial morphology. J. Biol. Chem..

[56] Dobbing J., Sands J. (1973). Quantitative growth and development of human brain. Arch. Dis. Child..

[57] Zheng L., Fleith M., Giuffrida F., O’Neill B.V., Schneider N. (2019). Dietary polar lipids and cognitive development: A narrative review. Adv. Nutr..

[58] Hamilton J.A., Hillard C.J., Spector A.A., Watkins P.A. (2007). Brain uptake and utilization of fatty acids, lipids and lipoproteins: Application to neurological disorders. J. Mol. Neurosci..

[59] Salvati S., Attorri L., Avellino C., Di Biase A., Sanchez M. (2000). Diet, lipids and brain development. Dev. Neurosci..

[60] Norton W.T., Cammer W., Morell P. (1984). Isolation and characterization of myelin. Myelin.

[61] Zuchero J.B., Barres B.A. (2015). Glia in mammalian development and disease. Development.

[62] Carter B.S., Meng F., Thompson R.C. (2012). Glucocorticoid treatment of astrocytes results in temporally dynamic transcriptome regulation and astrocyte-enriched mRNA changes *in vitro*. Physiol. Genomics.

[63] Bennett Ao M.R. (2008). Stress and anxiety in schizophrenia and depression: Glucocorticoids, corticotropin-releasing hormone and synapse regression. Aust. N. Z. J. Psychiatry.

[64] Vasconcelos A.R., Cabral-Costa J.V., Mazucanti C.H., Scavone C., Kawamoto E.M. (2016). The role of steroid hormones in the modulation of neuroinflammation by dietary interventions. Front. Endocrinol. (Lausanne).

[65] Magomedova L., Cummins C.L. (2016). Glucocorticoids and metabolic control. Handb. Exp. Pharmacol..

[66] Mitchell R.W., Hatch G.M. (2011). Fatty acid transport into the brain: Of fatty acid fables and lipid tails. Prostaglandins Leukot. Essent. Fatty Acids.

[67] Watkins P.A., Hamilton J.A., Leaf A., Spector A.A., Moore S.A., Anderson R.E., Moser H.W., Noetzel M.J., Katz R. (2001). Brain uptake and utilization of fatty acids: Applications to peroxisomal biogenesis diseases. J. Mol. Neurosci..

[68] Schmitt S., Castelvetri L.C., Simons M. (2015). Metabolism and functions of lipids in myelin. Biochim. Biophys. Acta.

[69] Dutta D.J., Woo D.H., Lee P.R., Pajevic S., Bukalo O., Huffman W.C., Wake H., Basser P.J., SheikhBahaei S., Lazarevic V., Smith J.C., Fields R.D. (2018). Regulation of myelin structure and conduction velocity by perinodal astrocytes. Proc. Natl. Acad. Sci. U. S. A..

[70] White C.J., Lee J., Choi J., Chu T., Scafidi S., Wolfgang M.J. (2020). Determining the bioenergetic capacity for fatty acid oxidation in the mammalian nervous system. Mol. Cell. Biol..

[71] Ferris H.A., Perry R.J., Moreira G.V., Shulman G.I., Horton J.D., Kahn C.R. (2017). Loss of astrocyte cholesterol synthesis disrupts neuronal function and alters whole-body metabolism. Proc. Natl. Acad. Sci. U. S. A..

[72] Aguado-Llera D., Puebla-Jiménez L., Barrios V., Hernández-Pinto A., Arilla-Ferreiro E. (2011). Role of ethanolamine phosphate in the hippocampus of rats with acute experimental autoimmune encephalomyelitis. Neurochem. Int..

[73] Boukouris A.E., Zervopoulos S.D., Michelakis E.D. (2016). Metabolic enzymes moonlighting in the nucleus: Metabolic regulation of gene transcription. Trends Biochem. Sci..

[74] Heiman M., Schaefer A., Gong S., Peterson J.D., Day M., Ramsey K.E., Suárez-Fariñas M., Schwarz C., Stephan D.A., Surmeier D.J., Greengard P., Heintz N. (2008). A translational profiling approach for the molecular characterization of CNS cell types. Cell.

[75] Doyle J.P., Dougherty J.D., Heiman M., Schmidt E.F., Stevens T.R., Ma G., Bupp S., Shrestha P., Shah R.D., Doughty M.L., Gong S., Greengard P., Heintz N. (2008). Application of a translational profiling approach for the comparative analysis of CNS cell types. Cell.

[76] Jernberg J.N., Bowman C.E., Wolfgang M.J., Scafidi S. (2017). Developmental regulation and localization of carnitine palmitoyltransferases (CPTs) in rat brain. J. Neurochem..

[77] Eckel-Mahan K.L., Patel V.R., Mohney R.P., Vignola K.S., Baldi P., Sassone-Corsi P. (2012). Coordination of the transcriptome and metabolome by the circadian clock. Proc. Natl. Acad. Sci. U. S. A..

[78] Ellis J.M., Wong G.W., Wolfgang M.J. (2013). Acyl coenzyme A thioesterase 7 regulates neuronal fatty acid metabolism to prevent neurotoxicity. Mol. Cell. Biol..

[79] Lee J., Choi J., Scafidi S., Wolfgang M.J. (2016). Hepatic fatty acid oxidation restrains systemic catabolism during starvation. Cell Rep..

[80] Lee J., Wolfgang M.J. (2012). Metabolomic profiling reveals a role for CPT1c in neuronal oxidative metabolism. BMC Biochem..

[81] Murphy R.C., Merrill A.H. (2011). Lipidomics and imaging mass spectrometry. Biochim. Biophys. Acta.

How the deposited data were processed for this re-analysis (not part of the article)

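Ribosome-bound mRNA was measured by array in astrocyte pull-downs from the hippocampus of Ribo-Tag mice with Aldh1l1-Cre, in 4 fed, 3 fasted and 4 ketogenic samples. Tissue, diet and replicate number were taken from the sample labels, and the length of the fast (18 h) and of the diets (4 weeks) from the paper, whose paragraph on animals also gives a fast of 24 h, as the labels do. The labels call the samples biological samples and do not say more about whether they came from separate animals, so the p-values measure the spread between these samples.

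The values used are the deposited log2 values of the authors, 1 per probe set and array. According to the submitters' processing notes they were made with RMA in Partek on build mm9, with no versions given. RMA subtracts a background, quantile normalizes the arrays and summarises the probes of each set as a log value, so differences in total signal between arrays are removed before deposit and differences between dim genes are compressed. The log base and the set of probe sets used by the authors are not given in the sources used here. The scanner files were not used here, and no scan date, batch or detection p-value was at hand, so technical batches could not be tested. No coordinates are given, since the build of the processed values differs from that of the annotation at hand (GRCm38.p6), which was used for names alone.

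Of 115830 probe sets, 27839 are listed with genes in the platform's annotation, 25539 of them with 1 symbol and 2300 with several, and 87991 are unnamed here. Through the gene number, 24941 of the sets with 1 symbol were found in the RefSeq table of names and 598 were not and kept the symbol of the array, and 0 symbols changed. Sets with several symbols named no gene. The 20259 genes measured include 3109 with more than 1 set, for which the set of highest mean over the 11 arrays was taken. Etnppl has 1 set. Some genes of the lists have no set of their own and were not measured, among them Slc1a2, Acadl, Klf9, Etnk2, Pisd and Phospho1.

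Genes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 3 group means over all 11 arrays, no covariate), with Benjamini-Hochberg adjustment over 20259 genes and a threshold of 0.05 on the adjusted p. For Etnppl and for list means an exact two-sided permutation test of the group means was added. The 95% confidence intervals of Etnppl come from limma's fit. Those of list means, and of differences between list means or between Etnppl and a list mean, come from an ordinary linear model of the array values with 3 group means. Gene lists were tested with camera at an inter-gene correlation of 0.01 where at least 5 genes were measured, with Benjamini-Hochberg adjustment over 23 lists, and again with an estimated correlation and with fry, which tests whether the genes of a list move one way on balance. The 25 lists cover genes the paper names as PEtN-related, glucocorticoid-responsive and lipid metabolism genes, other glucocorticoid receptor targets, fatty acid oxidation and ketone bodies, the PPAR and fasting response, FoxO and insulin responsive genes, cholesterol synthesis, fatty acid synthesis, phospholipid synthesis, circadian clock genes, immediate early genes, ATF4 and amino acid response genes, reactive astrocyte genes, glucose metabolism, glutamate, GABA and potassium handling, and markers of astrocytes, neurons, oligodendrocytes, their precursors, microglia, endothelial and mural cells, ependymal, choroid plexus and meningeal cells, red blood cells and sex. The last 2 had under 5 measured genes and were not tested. Several lists share genes, the markers of astrocytes and the genes of glutamate handling 7.

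Named genes follow a rule. In each comparison with the fed group it takes the 10 largest rises and the 10 largest falls past the threshold whose arrays do not overlap, filled up to 5 in a direction with the smallest unadjusted p where fewer than 10 pass, Etnppl and each gene the paper names, and up to 4 members of each list with the smallest p. Examples from the genes it takes are given here. The rule was extended to the comparison of fasted with ketogenic arrays after the data were seen.

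Before use, the fits were tested on simulated data for 20259 genes with the means and spread of the real arrays, in which 67, 67 and 66 genes were changed by 1.5-fold, 2-fold and 3-fold. Of these they recovered 53.7%, 88.1% and 97.0% for fasted against fed arrays, 62.7%, 89.6% and 98.5% for ketogenic against fed, and 52.2%, 94.0% and 97.0% for fasted against ketogenic. The simulated genes varied independently and with the same spread on every array, while 2 real arrays stood apart, so the shares may be lower on the real arrays. Alternative settings were median centring, a further quantile normalization, only the genes above the median level, the median over the probe sets of a gene, each probe set tested on its own, a fit of only the arrays of the compared groups, a trended and robust prior, array weights, the replicate number as a block, the t-test that the paper's methods name for single-variable experiments (the text names no test for the arrays), a size threshold of 1.5-fold, and leaving out each array in turn. A setting without fed array 2 and fasted array 2 together, alone or with an estimated correlation, and all alternatives for single lists, were added after the data were seen. All splits of the arrays into groups of the same sizes, 35 for each pair of diets with the real one among them, were fitted to see how many genes chance gives. No array was a copy of another. Tables were read with data.table 1.17.8, with statmod 1.5.0 for the block, and figures drawn with python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.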

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

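All tests that weigh explanations here were chosen after the result was seen, except the splits of the arrays, which were set beforehand.

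In its text the paper gives a value by array only for Etnppl. Genes outside those it names changed on the ketogenic diet (173 of the 179 against fed arrays) and between fasted and ketogenic arrays (52 of the 57). For the counts of 179 and 57 only the real split, 1 of 35, gave as many, and the highest of the others gave 1 and 0 genes. Since 1 of 35 is the lowest share that 35 splits allow, and both counts share the ketogenic arrays, chance is made unlikely but is not excluded. Of 23 gene lists, 6 passed for fasted against fed arrays and 17 for ketogenic against fed arrays. Chance cannot be excluded for the number of lists, since 8 of 35 splits of fasted and fed arrays gave 6 or more (highest other 8), and 2 of 35 splits of ketogenic and fed arrays gave 17 (highest other 17). For fasted against fed arrays limma gave 0 genes (1433 at an unadjusted p under 0.05, and 1033 by the methods' t-test). All 35 of 35 splits give at least 0 by construction (highest other 2), so the splits say nothing about that count.

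Single arrays lay far from the others of their group for 13 of 258 values tested, where chance alone gives 12.9. The measure is the gap of the array to its nearest neighbour divided by the range of the group, set against Dixon's 95% critical value for 4 arrays. The fasted group, with 3 arrays, was not tested, so that fasted array 2 could not stand out here. Fed array 2 stood out for Cept1 (gap ratio 0.938, at 4.74 log2 against 4.42 to 4.44), for Hif3a (0.968, at 4.18 against 4.50 to 4.51), for the mean of the neuron markers (0.842) and for its mean correlation with the other arrays (0.993, at 0.970 against 0.985). Fed array 4 stood out for Ccdc190 (0.935, at 8.23 against 7.81 to 7.84), Hadh (0.894) and the mean of the circadian clock genes (0.988), and fed array 1 for the mean of the genes of fatty acid oxidation (0.875). Ketogenic array 3 stood out for Slc39a12 (0.957, at 7.79 against 7.33 to 7.35), Slc4a4 (0.833) and Tfcp2l1 (0.886), and ketogenic array 1 for Selenoi (0.990) and Ermn (0.839).

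Astrocyte markers and Etnppl were lower on the ketogenic diet. A smaller share of astrocyte RNA in the ketogenic pull-downs, filled by an even mix of other cell types, would lower the former and raise all other markers alike. Neuron and oligodendrocyte markers instead moved apart by 0.391 log2 (95% confidence interval 0.15 to 0.63). For fasted against fed arrays they also moved apart, by 0.45 log2, where the astrocyte markers differed by -0.09. For fasted against ketogenic arrays the gap was 0.0587 log2 (-0.20 to 0.32), though the astrocyte markers differed by 0.43. Since the gap appeared in both comparisons with the fed arrays, it cannot decide for or against such an even mix. It also cannot decide whether RNA of 1 cell type, such as neurons, filled a smaller astrocyte share. Etnppl lay -1.06 log2 further down than the astrocyte markers (95% confidence interval -1.54 to -0.57), so that a smaller share alone is argued against for Etnppl. The arrays that stand apart are argued against as well, since without them 20 of 21 markers were lower adjusted over the list alone and the median was -0.49, against -0.50 with all arrays. With an estimated correlation, though, the list did not pass without them (adjusted p = 0.0743 from camera, against 0.0243 with all arrays). A smaller share of astrocyte RNA, filled by an even mix or by neuronal RNA, stays open for the astrocyte markers. It is argued against as the whole cause for Etnppl, which lay further down than they did. That astrocytes lower these genes in response to the diet is a hypothesis from the same data and was not tested further.

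Etnppl was higher on fasted than on fed arrays by 0.76 log2, without passing over all genes. A larger share of astrocyte RNA is argued against, since Etnppl lay 0.847 log2 above the shift of the astrocyte markers. The arrays that stand apart are argued against as the whole cause, since without them the value was 0.71 log2 (standard error 0.22). The groups did not overlap with all arrays, so leaving arrays out could not make them overlap, and their separation is no further evidence. Glucocorticoid receptor signalling during the fast, which the paper proposes for the rise, may account for it and stays open. The median of its other targets was above 0, with an adjusted p of 0.0539 from limma's camera with an estimated correlation. It was 6.77e-07 at the preset correlation, and 0.268 with an estimated correlation and without both arrays that stand apart. The paper's own glucocorticoid-responsive list did not pass after fasting (adjusted p = 0.0677 from camera at the preset correlation, and 0.554 with an estimated correlation). At the preset correlation it passed without both arrays that stand apart (adjusted p = 0.00697). In cultured astrocytes the paper reports that dexamethasone raised Etnppl mRNA. No hormone was measured on these samples in the sources used here.

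Immediate early genes were lower on fasted than on fed arrays (median -0.27). Less neuronal RNA in the fasted pull-downs is argued against, since the neuron markers did not fall and lay 0.367 log2 above the immediate early genes (95% confidence interval 0.14 to 0.60). Without the arrays that stand apart the median was also -0.27 (adjusted p = 3.20e-08 from camera at the preset correlation). With an estimated correlation the list passed neither with them (adjusted p = 0.132) nor without them (0.268), and the range over the settings is 2.53e-09 to 0.268. A response of the cells to the fast stays open and was not tested, as does the handling of the mice. The methods state that fed and 24-h fasted mice were euthanized at the same time of day.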

How the results depend on the processing

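The settings without fed array 2 and fasted array 2 together, also combined with an estimated correlation, and all settings for single lists, were chosen after seeing the data, and the others beforehand. Apart from left-out arrays, 1787 comparisons of single genes and lists kept their direction and side of the threshold, 330 kept the direction and lost the threshold, 63 gained it and 31 changed direction. Of the main values and counts, 75 stayed, 27 moved, 3 lost and 1 gained the threshold. The cause was not tested unless named. Sex was not added as a term, since all 11 arrays show the same sex (Xist at most 2.57, Kdm5d at least 4.40 and Eif2s3y at least 4.09 log2). Signal over background limits the dim genes: 34.8% of genes lie within the range of the odorant receptor genes.

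For fasted against fed arrays Etnppl kept its direction in every setting (0.63 to 0.91 with single arrays left out) and passed only by the methods' t-test without adjustment (0.76). That test gave 1033 genes. The count was 0 in all other settings except 1 without both arrays that stand apart, and 0 to 1 with single arrays left out. The rank of Etnppl was 27 among the genes above the median level, where fewer genes are ranked, 1856 among all probe sets, where more are, 87 without both arrays, and 27 to 161 with single arrays left out. With an estimated correlation 0 lists passed, with or without both arrays. At the preset correlation 6 to 8 passed with single arrays left out.

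For ketogenic against fed arrays the count of 179 became 94 with a size threshold of 1.5-fold, 71 with median centring, 297 with the genes above the median level, 0 with every probe set tested on its own, where adjustment is over more tests, 79 with the arrays of those groups alone, 387 with array weights, 2760 by the methods' t-test without adjustment and 12 with it, and 1 to 170 with single arrays left out. Etnppl stayed at -1.57 and lost the threshold with every probe set tested on its own (adjusted p = 0.151 from limma) and by the methods' t-test after adjustment (adjusted p = 0.0899), within a range of 0.00282 to 0.151 for adjusted p, and it lay between -1.70 and -1.43 with single arrays left out. With an estimated correlation 6 lists passed, and 3 when both arrays were also left out. At the preset correlation 16 to 17 passed with single arrays left out.

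For fasted against ketogenic arrays the count of 57 became 31 with median centring, 113 with the genes above the median level, 2 with every probe set on its own (Prodh and Etnppl), 34 with the arrays of those groups alone, 188 with array weights, 2580 by the methods' t-test without adjustment and 6 with it, and 8 to 61 with single arrays left out. Etnppl passed in all of these, at 2.20 to 2.41 with single arrays left out. Higher calls were 78.9% of the 57, 83.9% with median centring and 83.9% after a further quantile normalization. Genes at an unadjusted p under 0.05 from limma went the other way, 849 higher and 1302 lower. The correlation of the fasting and ketogenic responses, 0.470, was 0.0476 with the fed arrays split between them and 0.353 to 0.567 with single arrays left out.

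That the replicate numbers pair the arrays was not established: of 10 pairs with the same number, 2 correlate over 0.1 in their deviations from the group means (-0.118 to 0.183, against -0.190 to 0.119 for other pairs). The 2 are fed and fasted array 2 (0.183), which both stand apart, and fed and fasted array 3 (0.131). A pairing of fed with fasted arrays is therefore not excluded. With the replicate block limma called 1 gene for ketogenic against fed arrays (Prodh) and 6 for fasted against ketogenic, Etnppl had log2 fold changes of 0.82, -1.57 (adjusted p = 0.0575, no longer passing) and 2.39, and for fasted against fed arrays Naaa turned to -0.0167 and Cpt2 to -0.0317.

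Other values near 0 changed direction for fasted against fed arrays. Sgk1 turned to 0.0189 with median centring, Folh1 to 0.10 with array weights and 0.24 without both arrays, and Cpt2 to -0.0456 and -0.0902. For lists it is the direction of the test that turned, and the values given are medians, which need not change sign. Circadian clock (median -0.0516), ATF4 (-0.0299) and ependymal markers (0.15) turned in fry, ATF4 (-0.0014) and ependymal (0.17) with median centring, ATF4 (-0.0131) with quantile normalization, reactive astrocyte (0.0612) and ependymal (0.12) with the genes above the median level, and astrocyte (-0.0033) and ependymal (-0.31) without both arrays, at either correlation. With single arrays left out, turning values ran from -0.0507 to 0.0784 for Etnk1, -0.0278 to 0.0833 for Naaa, -0.16 to 0.10 for Sgk1, -0.22 to 0.19 for Folh1, -0.0826 to 0.11 for Bdh1, -0.0911 to 0.0584 for Cpt2 and -0.0373 to 0.0523 for Acadm. The medians of lists whose test turned ran from -0.0658 to -0.0172 for circadian clock, -0.0469 to 0.0227 for ATF4, -0.0562 to 0.0093 for reactive astrocyte, -0.22 to 0.0606 for microglia, -0.0891 to 0.21 for endothelial and -0.24 to 0.20 for ependymal genes.

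For ketogenic against fed arrays Pemt turned to 0.0401 with median centring and 0.0375 with quantile normalization, Selenoi to -0.0045 with the latter, and with the median over probe sets Dmtn to -0.0496, Prdm11 to 0.25 and Pnpla2 to 0.32, where other probe sets of these genes count too, and Clcn3 (0.0487) and Srebf2 (-0.0143) lost the threshold. By the direction of the test, FoxO genes turned in fry (median -0.0076) and with median centring (0.0326), and circadian clock genes with the genes above the median level (0.0205), quantile normalization (0.0165) and without both arrays (0.0483, at either correlation). With single arrays left out, turning values ran from -0.0296 to 0.0673 for Selenoi, -0.11 to 0.0584 for Pemt, -0.0115 to 0.0845 for Napepld, -0.18 to 0.0034 for Bdh1 and -0.0377 to 0.14 for Cd36. The medians of lists whose test turned ran from -0.0191 to 0.0173 for FoxO, and stayed above 0 for circadian clock (0.0079 to 0.0554) and microglia genes (0.0356 to 0.21).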

Differences from the paper's values

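The rise of Etnppl in fasted astrocytes by array is 11.4-fold in the paper and 1.69-fold here. The paper's sentence speaks of forebrain astrocytes, while its methods and the labels of the arrays used here give hippocampus, so that the tissue of the paper's value is not settled, which limits the comparison. None of the 18 alternatives set before the data were examined brings the values within the margin used, and they range from 1.55-fold without fasted array 3 to 1.87-fold without fed array 3. Some of them could not move the fold of 1.69 and so do not test the gap. These are the t-test, the trended and robust prior, the fit of only the compared groups, and the choices of genes and probe sets, since Etnppl has 1 set. The ratio of the highest fasted to the lowest fed array is 2.64-fold, and the 95% confidence interval of the fold ends at 2.30. The paper's text names no test for the arrays. With the t-test that its methods name for single-variable experiments, at an unadjusted p under 0.05, Etnppl is called, and with limma and adjustment over all genes it is not (adjusted p = 0.478).

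In the qRT-PCR of astrocyte pull-downs (Fig. 1B), the paper marks the fasted group as different from the fed group and places no mark on the ketogenic group. On the arrays used here the ketogenic group was lower, with a log2 fold change of -1.57 (adjusted p = 0.0138 from limma), and the direction of the means over the 3 diets is the same as in that figure.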

Other observations

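The lists behind the values here were set before the data were seen. The setting without fed array 2 and fasted array 2, and all alternative settings for single lists, were chosen after the result was seen.

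The genes that the paper follows by qRT-PCR in whole brain, liver and cultured astrocytes were also measured in these hippocampal astrocyte pull-downs. Of its PEtN-related genes 10 of 13 were measured, and none passed over all genes in any comparison. After fasting their median log2 fold change was -0.11 (adjusted p = 0.440 from limma's camera), with the CTP:phosphoethanolamine transferase Pcyt2 at -0.16, the lyase Sgpl1 at -0.14 and the ethanolamine kinase Etnk1 at 0.02. With single arrays left out the median ran from -0.11 to -0.06, Pcyt2 from -0.22 to -0.08 and Sgpl1 from -0.19 to -0.08. On the ketogenic diet the median was 0.00 and the mean -0.03 (adjusted p = 0.620), and adjusted over the list alone the acid amidase Naaa was lower (-0.46) and Faah, which degrades endocannabinoids, higher (0.22). Of its glucocorticoid-responsive genes 7 of 8 were measured. Prodh (-0.87, standard error 0.07, adjusted p = 0.00142 from limma), Folh1 (-0.92) and Gjb6 fell on the ketogenic diet, of which Prodh passed in all 8 fits that left out 1 array and the others lost their call in 7 and 4 of them, and 4 were lower adjusted over the list alone (median -0.36, and -0.55 without fed array 4, adjusted p = 6.61e-05 from camera, but adjusted p = 0.0813 with an estimated correlation). After fasting the list did not pass (median 0.12, adjusted p = 0.0677, and adjusted p = 0.554 with an estimated correlation), with Prodh at 0.26, the only member higher adjusted over the list alone, Fkbp5 at 0.21 and Ch25h at -0.56, which was -0.25 without fed array 1. The list passed without fed array 2 (median 0.17) and without both arrays that stand apart (0.24, adjusted p = 0.00697), and its median was 0.07 without fed array 4 and 0.19 without fasted array 2. Fasted against ketogenic, Prodh and Gjb6 (0.88, a call lost in 5 of 7 fits that left out 1 array) were higher and the list passed (median 0.49, adjusted p = 1.46e-07, and adjusted p = 0.0241 with an estimated correlation, but 0.0820 when both arrays that stand apart were also left out).

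Of the paper's lipid metabolism genes 9 of 10 were measured. On the ketogenic diet Cpt1a passed over all genes, though in no fit that left out 1 array, and 5 were lower adjusted over the list alone (median -0.27, adjusted p = 8.29e-06 from camera, and adjusted p = 0.0120 with an estimated correlation). Ppara, the nuclear receptor that induces fatty acid oxidation, had a log2 fold change of -1.08 with a standard error of 0.25 (adjusted p = 0.0858 from limma, but -0.57 and adjusted p = 0.0395 with the median over its probe sets), Cpt2 of -0.49, Fasn of -0.33 and Acadm of -0.27. After fasting the list had a median of 0.00 (adjusted p = 0.440), with the lipase Pnpla2 at 0.33 (0.21 to 0.39 with single arrays left out, 0.55 with the median over its probe sets) and Cpt1a at 0.10 (0.00 to 0.18 with single arrays left out), and fatty acid oxidation as a whole did not pass either (24 genes, 0 adjusted over the list alone, median 0.00, adjusted p = 0.284).

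Further lists did not pass for fasted against fed arrays. The median was 0.04 for FoxO and insulin responsive genes (adjusted p = 0.148 from camera), which passed without fasted array 3 (median 0.08), -0.06 for fatty acid synthesis (0.440) and for phospholipid synthesis (0.253), 0.01 for glucose metabolism (0.315), which passed without fed array 2 (median 0.04), -0.10 for oligodendrocyte precursors (0.402), which was -0.24 without fed array 2 and -0.02 without fed array 3, -0.03 for reactive astrocyte genes (0.726) and 0.09 for endothelial and mural markers (0.0677). The last passed without fed array 1 (median 0.18), fed array 2 (0.17) or fasted array 3 (0.21) and had a negative median without fasted array 2 (-0.09). Microglia markers (median -0.07, adjusted p = 0.402) were lower without fed array 3 (median -0.20), fasted array 2 (-0.22) or both arrays that stand apart (-0.15), and ependymal, choroid plexus and meningeal markers (median 0.15, adjusted p = 0.846) without fasted array 2 (-0.24) or both arrays (-0.31). The sign of the median and of the test differ for circadian clock genes (median -0.05, higher in camera, adjusted p = 0.846), in which Nr1d1 had a log2 fold change of -1.09 (-0.69 without fasted array 1) and Ciart of 0.63, for ATF4 and amino acid response genes (median and mean -0.03, higher in camera, adjusted p = 0.961) and for PPAR and fasting response genes (median -0.02, mean 0.03, higher in camera, adjusted p = 0.402).

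For ketogenic against fed arrays, circadian clock genes (median 0.02, adjusted p = 0.932 from camera) and ATF4 and amino acid response genes (median -0.03, adjusted p = 0.266) did not pass, though the cystine transporter Slc7a11 fell (-0.73, a call lost in 4 of 8 fits that left out 1 array). The glucocorticoid receptor targets outside the paper's list had a median of 0.00 and a mean of -0.05 (adjusted p = 0.259), and FoxO and insulin responsive genes a median of -0.01, a mean of 0.01 and a negative direction in camera (adjusted p = 0.866). Microglia markers, with a median of 0.15, passed without fed array 2 (median 0.21). Alas2, the heme synthesis enzyme of red blood cells, fell (-0.73, standard error 0.14, adjusted p = 0.0407 from limma, a call lost in 7 of 8 fits that left out 1 array), 1 of 2 measured red blood cell genes. The 4 measured sex-linked genes had a median of -0.14, and none passed.

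Across 20259 genes the log2 fold changes of fasted against fed and of ketogenic against fed arrays correlate with r = 0.470, genes not being independent replicates. Both comparisons share the 4 fed arrays, and in 100 simulations of unchanged groups against shared controls r was 0.463. The covariance was 0.0187 against a simulated 0.0110, a difference of 0.00773. The simulation gave each gene the same spread on every array, while fed array 2 stood apart, with a weight of 0.251 in limma. The simulated covariance may therefore be too low, so that the difference does not show a shared response. With the fed arrays split between the comparisons, r was 0.0476 on average over 6 splits (-0.0696 to 0.135) and the covariance 0.00237. The share of genes with the same sign was 65.4%, against 65.3% in the simulations.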
